# MicroRNA expression profiles differ between primary myofiber of lean and obese pig breeds

**DOI:** 10.1371/journal.pone.0181897

**Published:** 2017-07-31

**Authors:** Dongting He, Tiande Zou, Xiangrong Gai, Jideng Ma, Mingzhou Li, Zhiqing Huang, Daiwen Chen

## Abstract

MicroRNAs (miRNAs) are non-coding small miRNAs ~22 nucleotides in length and play a vital role in muscle development by binding to messenger RNAs (mRNAs). Large White (LW, a lean type pig) and Meishan pigs (MS, a Chinese indigenous obese breed) have significant postnatal phenotype differences in growth rate, muscle mass and meat quality, and these differences are programmed during prenatal muscle development. Little research shed light directly on the miRNA transcriptome difference in prenatal muscles between these two distinct pig breeds. Myofiber phenotypes of LW and MS were measured at developmental stages of 35, 55 and 90 days post-conception (dpc), which revealed that the myogenesis process is more intense in MS than in LW at 35 dpc. To investigate the role of miRNAs involved in regulating muscle development at earlier stages of myogenesis and decipher the miRNAs transcriptome difference between LW and MS, here, the miRNAomes of *longissimus dorsi* muscle collected at 35 dpc from female LW and MS were analyzed by deep sequencing. Overall, 1147 unique miRNAs comprising 434 known miRNAs, 239 conserved miRNAs and 474 candidate miRNAs were identified. Expression analysis of the 10 most abundant miRNAs in every library indicated that functional miRNAome may be a small amount and tend to be greater expressed. These sets of miRNA may play house keeping roles that were involved in myogenesis. A total of 87 miRNAs were significantly differentially expressed between LW and MS (reads > 1000, *P* < 0.05). Gene ontology (GO) and KEGG pathway enrichment analysis revealed that the differentially expressed miRNAs (DE miRNAs) were associated mainly with muscle contraction, WNT, mTOR, and MAPK signaling pathways. Some myogenesis related miRNAs (miR-133, miR-1, miR-206 and miR-148a) are highly abundant in MS, while other miRNAs (let-7 family, miR-214, miR-181) highly expressed in LW. In addition, the expression patterns of miRNAs (miR-1, -133, -206) at three prenatal stages (35, 55 and 90 dpc) were determined using qRT-PCR. Notably, ssc-miR-133 was significantly more highly expressed in LW pigs skeletal muscle at all prenatal stages compared with its expression in LW pigs skeletal muscle. Taken together, the main functional miRNAs during muscle development are different between lean and obese pig breeds. The present study adds new information to existing data on porcine miRNAs and will be helpful to investigate the dominant (main functional) muscle-related miRNAs sets in different pig breeds.

## Introduction

Lean pig breeds, such as Large White (LW), have been intensively selected over the past decades for improved growth rate and muscularity, which is believed to have led to deterioration in meat quality [1]. The obese pig breeds, such as Meishan (MS) pigs, exhibit lower growth rate, poor feed efficiency and lower lean meat content, but sensory quality of their meat is superior [2], mainly because of relatively greater intramuscular fat content and reddish meat color [3].

Both total number of fibers (TNF) and fiber types are related to meat quality. In pigs, types I, IIa, IIx and IIb myosin heavy chain (MyHC) are expressed in skeletal muscle [1]. The percentage of type IIb fiber was negatively correlated to postmortem muscle PH, color and drip loss [4]. The type I fiber has been reported to improve tenderness [5]. Muscle with more type I and IIa fibers show greater intramuscular fat content and reddish color [6]. In *longissimus dorsi* muscle, IIa and IIx fibers were elevated in MS pigs, whereas the IIb fiber was more highly expressed in LW pigs [3]. High TNF results in increasing muscle fiber size, which influence meat quality negatively in drip loss and tenderness [7, 8]. The TNF is fixed in porcine fetus period, and postnatal muscle growth mainly depends on myofiber hypertrophy. The TNF results from two successive generations of myofibers, i.e. primary generation forms from 35 until 55 days post-conception (dpc), followed by a secondary generation which forms between 55 and 90–95 dpc. These secondary fibers form around the primary myotubes, using them as a scaffold [9, 10]. Thus, the number and size of primary fibers have a positive correlation with the total number of secondary fibers and TNF. Previous studies have shown that the TNF was found to be dramatically lower in MS than LW pigs at birth [2]. The above analysis indicate that the differential meat quality between LW and MS pig breeds already starts to develop during early prenatal development.

MicroRNAs (miRNAs) are small (~22 nucleotides) non-coding RNAs that regulate gene expression at the post-transcriptional level via translational inhibition or mRNA degredation. Emerging evidence has demonstrate that miRNAs play a critical role in skeletal muscle biology. For example, miR-133 enhances myoblast proliferation by repressing serum response factor (SRF). By contrast, miR-1 promotes muscle differentiation by targeting histone deacetylase 4 (HDAC4) [11]. MiR-206 pushes the equilibrium toward differentiation by down-regulating Id1-3 and MyoR [12]. In addition, increasing evidence has shown a dynamic change in miRNA expression during developmental stages of the porcine skeletal muscle, e.g., miR-133 was up regulated from 65 to 90 days of gestation [13], and miR-1a and miR-133a showed highest abundance during the fast growing stage at postpartum day 120 [14]. Nonetheless, little is known about the difference in miRNAs expression profiles in skeletal muscle between LW and MS during prenatal development.

Here, we hypothesized that there might be some difference between lean pig breeds (LW) and obese pig breeds (MS) during embryonic skeletal muscle development, which may be related to their divergence in meat quality. The phenotypic properties of skeletal muscle were detected at developmental stages 35-, 55-, 90-day old fetuses for LW and MS pig breeds. To explore the contribution of miRNAs to muscle phenotype variance in primary myofibers (fibers at 35 dpc) of LW and MS, differentially expressed miRNAs (DE miRNAs) of primary myofibers between the two pig breeds were investigated using a deep sequencing approach. The biological functional analysis of DE miRNAs was conducted. Finally, the expression patterns of muscle specific miRNA (*i*.*e*., miR-1, miR-133 and miR-206) were detected in LW and MS. Our study extended the repertoire and understanding the roles of miRNAs in muscle development, thus help us to further understand the molecular mechanisms responsible for breed-specific differences in growth performance and meat quality.

## Materials and methods

### Ethics statement

All research involving animals were conducted according to the Regulations for the Administration of Affairs Concerning Experimental Animals (Ministry of Science and Technology, China, revised in June 2004) and approved by the Animal Care and Use Committee of Sichuan Agricultural University under permit number DKY-B20131704. The fetuses used in this study were carbon dioxide asphyxiation for euthanasia.

### Animals and sample collection

A total of 12 LW gilts (average body weigh = 135.54 ± 3.27kg) and 12 MS gilts (average body weigh = 71.8 ± 2.75kg) were mated to boars of the same breed (LW or MS). From gestation, sows were fed the diet with digestible energy (DE) of 3000 cal/kg, they were individually fed 2.0 kg/d until 35 days post-conception (dpc), then 2.4 kg/d until 90 dpc and 3.0 kg/d until delivery. The average period of study was 120 days. At each prenatal stage of 35-, 55- and 90 dpc four sows per breed were anesthetized (Zoletil 50, Virbac; 4mg/kg body weigh) for cesarean. The *longissimus dorsi* (LD) muscle tissues were isolated from fetus, and immediately frozen in liquid nitrogen and stored at -80°C. The muscle tissues used for frozen section which were immersed in liquid nitrogen until slice.

### Histologic analyses

Muscle tissues were taken out of liquid nitrogen. Frozen sections (8μm) were cut in a cryostat (-20°C) on microscope slides (Ploysine Adhesion Slide; Head Biotechnology, China, Beijing). Slides were allowed to dry in the air and stain with haematoxylin and eosin (H&E). At each prenatal stages of 35, 55 and 90 dpc, frozen sections were made from four fetus of different sows. Four slides were made per fetus and images were captured under the inverted microscope (Nikon Eclipse TS100, Nikon, Tokyo, Japan) at 400× magnification. Five random fields were analyzed per section to determine the density (number of myofiber per mm^2^) of muscle fibers. About 200 fibers per fetus were evaluated to determine diameters of myofiber. All datas were measured with Image-Pro Plus 6.0.

### Small RNA library preparation and sequencing

For small RNA library construction, three muscle total RNA samples were isolated from the 35 dpc fetuses per breed using mirVana^™^ miRNA isolation kit (Ambion, Austin, USA). For each breed, three female fetus from different sows were selected according to consistent placenta location. Sex determination of the 35 dpc fetuses was performed using a PCR amplification of a sex-determining region on the Y chromosome as described by Li *et al*. [15] (S1 Fig). The total RNA isolated from LW and MS generated six small RNA libraries: LW1, LW2, LW3, MS1, MS2 and MS3. The total RNA quality and purity were measured using a Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, CA, USA) with RIN > 7.0. Approximately 1 μg total RNA per sample was used to prepare small RNA library according to protocol of TruSeq Small RNA Sample Prep Kits (Illumina, San Diego, USA). In general, the processing consisted of the following successive steps: 10~40 nt RNA fragment were excised, purified from a polyacrylamide gel electrophoresis (PAGE), and ligated with 5’ and 3’ adaptors using T4 RNA ligase. Then the modified small RNA was reverse transcripted and amplificated by RT-PCR. Subsequently, the amplified cDNA constructs were purified from agarose gel. Finally the enriched cDNA was quantified in an Bioanalyzer 2100 (Agilent, CA, USA) and sequenced in a HiSeq 2500 sequencing system (Illumina, San Diego, USA) at the LC-BIO (Hangzhou, China).

### Sequencing data analysis

The raw reads were subjected to the Illunina pipeline filter (Solexa 0.3), and then the dataset was further processed with an in-house program, ACGT101-miR (LC Science, Houston, Texas, USA) to remove sequencing adapters, junk reads and fragments < 18 nt and > 26 nt. Subsequently, the remaining 18~26 nt reads were searched against the Rfam, NCBI and Repbase database to remove non-miRNAs (i.e. rRNA, tRNA, snRNA, snoRNA, mRNA and repeats). Those sequenced reads survived from above strict filter rules were deemed to “mappable reads” or high quality reads and used for further analysis.

### Identification of porcine miRNA

The mappable reads were mapped to the pig genome (Sscrofa 10.2) using NCBI Local BLAST, including three steps: (1) the mappable reads were aligned to porcine pre-miRNAs/miRNAs, and then to pre-miRNAs/miRNAs from 25 other mammals in miRBase 21.0; (2) the mapped pre-miRNAs /miRNAs in step1 were searched against the pig genome to determine their genomic locations and annotations in Ensemble (Sscrofa 10.2); (3)the unmapped sequences were further blasted against the pig genomes, and the hairpin RNA structures containing sequences were predicated from the flank 80 nt sequences using RNAfold software. After the above analysis, three kinds of porcine miRNAs were identified. First, reads map to specific miRNAs/pre-miRNAs in miRbase and the pre-miRNAs further map to the pig genome & EST, were defined as porcine known miRNAs, marked with “ssc-miR-”. Second, the reads map to other mammalian miRNAs/pre-miRNAs in miRbase and the pre-miRNAs further map to the pig genome & EST, were defined as porcine conserved miRNAs, marked with “PC-”. Third, there are two kinds of reads: (1) the reads can map to selected miRNAs/pre-miRNAs in miRbase. The mapped pre-miRNAs do not map to the genome, but the reads (and of course the miRNAs of the pre-miRNAs) map to genome. The extended genome sequences from the genome loci may form hairpins. (2) The reads do not map to selected pre-miRNAs in miRbase. But the reads map to genome & the extended genome sequences from genome may form hairpins. The above two were defined as porcine candidate miRNAs, they were also predicted novel miRNAs for pig, so marked as “PN-”. These identified porcine miRNAs were assembled into porcine unique miRNAs according to the unique miRNA sequence. In the above tables, the expression of miRNAs in six libraries were normalized by total mappable reads, and used for further analysis.

### Differentially expressed miRNA analysis

The differentially expressed miRNAs were identified based on the normalized most abundant sequence reads. The normalized miRNA reads, > 1000 reads counts in either of LW and MS, from the two breeds were compared using Student *t*-test. The significance threshold was set to be 0.05 in *t*-test. After that the top 50 most abundant DE miRNAs, according to the total reads counts of LW and MS, were choosed to perform the Go and KEGG pathway analysis.

### Functional analysis of miRNAs

To predict the genes targeted by most abundant miRNAs and differentially expressed miRNAs, two computational target prediction algorithms (TargetScan 6.2 and miRanda) [16, 17] were used to identify miRNA biding site. Finally, the data predicted by both algorithms were combined and the overlaps were calculated. As porcine genes were not included in the current version of the above-mentioned algorithms, prediction was performed using human miRNAs. The Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathway of these miRNA targets were annotated using DAVID bioinformatics resources (http://david.abcc.ncifcrf.gov/) [18]. The small RNA sequence data and processed files have been submitted to NCBI Gene Expression Omnibus (GEO) under accession No. GSE88860.

### RT-qPCR and statistics analysis

Total RNA was extracted using RNAiso Plus reagent (TaKaRa, China). RNA concentration was measured using NanoVue Plus (GE, US). The A260/A280 ratios of all samples ranged from 1.8 to 2.0, which indicate the samples were of good quality. RNA integrity was further checked by agarose gel electrophoresis. RT-qPCR (quantitative Real-time PCR) for mRNA was performed as previously described [19]. Six myogenesis related genes (*Pax7*, *MyoD*, *Myf5*, *MyoG*, *MRF4*, *CKM*) were evaluated in this study. The primer sequences are available in S1 Table. The miRNAs levels were quantified using the S-poly(T) miRNA qPCR-assay method as described [20] using the reagent kit (Geneups, China). SnoRNA-202, a commonly used mouse internal reference, was used as the internal control for normalization. Mus snoRNA-202 and sus scrofa snoRNA-68 shared high sequence similarity when subjected to NCBI BlAST analysis, and Ct values of snoRNA-202 was consistent and had little variation from sample to sample. All of the data are expressed as the mean ± SD, or error bars depict SD. The 2^-ΔΔCt^ method was used to analyze real-time PCR data. Expression of mRNA or miRNA was presented as the fold of the mean of LW group. The difference of genes (*Pax7*, *MyoD*, *Myf5*, *MyoG*, *MRF4*, *CKM*) was analyzed through one-way ANOVA model followed by Duncan’s multiple range analysis using IBM SPSS Statistics 19 (IBM SPSS Inc., Chicago, IL, USA). The difference of miRNAs (miR-133, miR-1 and miR-206) among six samples (the muscle of LW and MS fetus at each time point 35d, 55d and 90d) was analyzed through two-way ANOVA method, in which breeds and time points were factors. For the validation of sequenced result, the Pearson correlation coefficient (r) and corresponding significance value (*P*) was also calculated by SPSS software. Each fetus was considered as an experimental unit. Statistical significance was defined as *P* < 0.05.

## Results and discussion

### Primary myofiber morphology and transcriptome data

To study whether the myogenesis process was different between LW and MS pigs during embryonic period, myofiber density and diameter were determined for porcine embryo in the 35, 55 and 90 dpc, respectively. As shown in Fig 1A and 1B, the myofiber density and diameter of 35 dpc were significantly higher in MS compared to LW (*P*<0.05), which indicated the molecular mechanisms of primary myogenesis differ between these two breeds. In addition, expression of myogenesis related genes were detected in the 35 dpc skeletal muscles. The mRNA expression of *MRF4*, *Myf5*, *MyoD*, *MyoG*, *CKM*, and *Pax7* genes were greater in MS than in LW, especially the expression level of *MyoD* (*P* < 0.05) (Fig 1C). The genes *MyoD*, *Myf5*, *MyoG*, *MRF4* belong to the MRF gene family taking a central position in the regulation of myogenesis [21]. The CKM, muscle-creatine kinase, play a crucial role in energy metabolism. A high creatine kinase level, suggestive of a high energy level, was reported to be associated with hypertrophic growth [22]. Pax7 is a transcription factor that plays a role in myogenesis through regulation of muscle precursor cells proliferation [23]. Taken together, all these results suggest that the myogenesis process of primary myofiber is more intense in MS than in LW.

**Fig 1:**
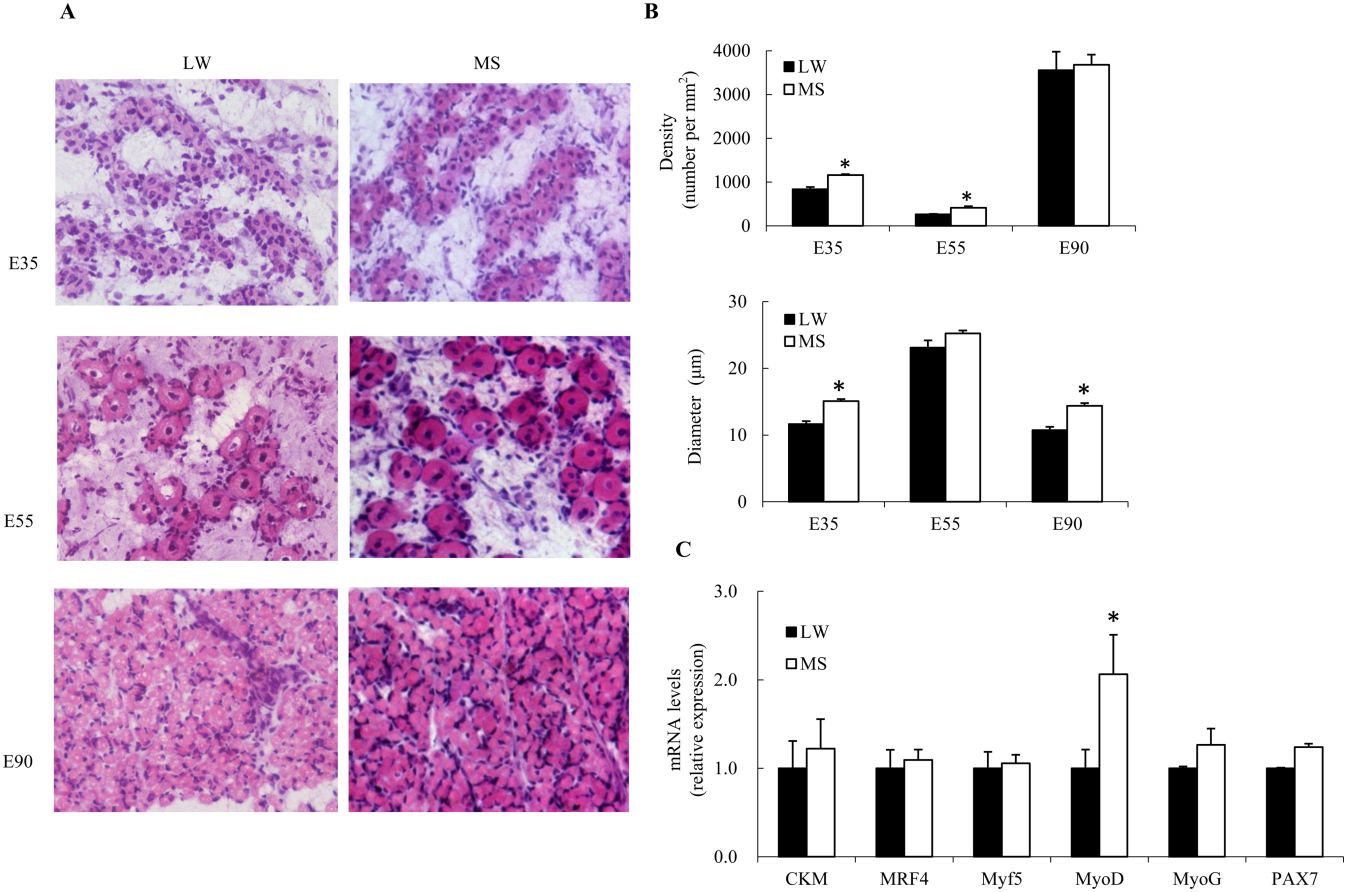
**Comparison of myofiber density and diameter between Large White (LW) and Meishan (MS) fetuses (A, B) during skeletal muscle development at 35 to 90 dpc (E35, E55 and E90). The mRNA expression of Myogenesis-related genes in *longissimus dorsi* between LW and MS at 35 dpc (C).** Values are mean ± SD, *n* = 4. *Mean values were significantly different, *P*<0.05.

### Overview of the high-throughput sequencing data

Previous studies revealed that miRNAs play more important roles at earlier stages of myogenesis than at later stages [24]. To explore the contribution of miRNAs to myogenesis in primary myofiber of LW and MS, a deep sequencing approach was applied. 

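Small RNA was sequenced from the longissimus dorsi muscle of 3 Large White (LW) and 3 Meishan (MS) female fetuses, each from a different sow, so that every library was a separate animal. The paper gives the age as 35 dpc, which is used here, whereas the sample labels describe adults of 2 years. The authors removed adapters and other classes of small RNA, mapped the remaining (mappable) reads to miRBase and to the pig genome (Sscrofa 10.2), merged miRNAs with the same mature sequence, and took for each miRNA the reads of its most abundant sequence. They scaled these reads within each library by the total mappable reads. By that description the deposited values, called normalized reads here, are relative to all mappable reads and not to the miRNA reads alone. The normalized reads summed to 2541224, 2781345 and 2914028 in LW replicates 1, 2 and 3, and to 2362082, 1992885 and 1757879 in MS replicates 1, 2 and 3. The LW sum was 2745532 ± 188965 (SD, n = 3) and the MS sum 2037615 ± 304575 (SD, n = 3), a ratio of 1.347. Low values were multiples of one step in each library, worth 0.7196 to 1.6919 normalized reads, and dividing by that step gave back 2028424, 3419280 and 3190203 listed reads in LW and 3282595, 2170495 and 1038980 in MS. The depths that the paper states, 4090000 ± 940000 mappable reads in LW and 4640000 ± 1230000 in MS, count all mappable reads, and the values below count only those given to listed miRNAs. The totals that the steps imply, relative to the scaling target, averaged 1.0408 in LW and 1.0233 in MS, whereas the stated mean is higher in MS. Which total the authors scaled by is therefore not settled. Members of a family that differ by a few bases, such as those of the let-7 family, can share reads, so the split of reads between them is uncertain. MS replicate 3 was the shallowest library, so low values are least precise there.
Breeds were compared with limma's moderated test with a mean-variance trend on log2(normalized reads + 1), over the 548 miRNAs with a mean of at least 10 normalized reads in either breed, and p-values were adjusted by the Benjamini-Hochberg method. A positive log2 fold change means higher in MS. Fold changes are on this log2 scale, which understates the change of miRNAs with few reads. A miRNA is called where its adjusted p is under 0.05. Because the sums differed between breeds, scaling the libraries to equal sums adds 0.43 to the median log2 fold change of all miRNAs, and the directions below are relative to the authors' scaling.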

The sequencing of small RNA libraries from LW and MS at 35 dpc yielded 6.93 ± 1.60 Million (M) and 9.24 ± 3.70 M raw reads, respectively. After filtering different classes of known small RNAs, a total of 4.09 ± 0.94 M and 4.64 ± 1.23 M mappable reads were retained for LW and MS, respectively (S2 Fig), which were then deemed as miRNA candidates. The length of mappable sequences ranged from 21~23 nt with a distribution peak at 22 nt, which was consistent with the common size of miRNAs (S3 Fig).

After blasting these mappable reads against pig genome, miRBase (21.0), and predicting the hairpin structures, in total, 865 pre-miRNAs encoding 1147 mature miRNAs in six sequencing libraries were identified, including 434 known miRNAs, 239 conserved miRNAs and 474 candidate miRNAs (Fig 2A; S2 and S3 Tables). 

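The table analysed here listed 1143 mature miRNAs, of which 433 were known porcine miRNAs, 238 were conserved miRNAs that match a miRNA of another mammal, and 472 were candidate miRNAs, whose place in the genome may form a hairpin and of which the paper's methods let some match miRBase. In the names of the table, PN marks a conserved and PC a candidate miRNA, whereas the paper's methods give the marks the other way round, and the table's use is followed here. From 830 to 853 of these miRNAs had a value above 0 in a LW library and from 869 to 878 in a MS library. A mean above 1000 normalized reads in at least one breed was reached by 179 miRNAs. The conserved miRNAs included PN-49-3p, which matches mir-409, and PN-45-3p, which matches mir-376b, both from the imprinted DLK1-DIO3 domain that is active in embryonic tissues. The known miRNAs included the muscle-specific miR-1, miR-133 and miR-206, and the hairpins of miR-1 and miR-133a lay on the minus strand of chromosome 17 of Sscrofa 10.2, at 69285393 to 69285500 and at 69274653 to 69274755. Another 4 lines of the table were not used here.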

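Of the 1143 miRNAs, 878 had a value above 0 in at least 1 library of each breed, 85 in LW alone and 180 in MS alone. The miRNAs found in both breeds were 409 known miRNAs, 168 conserved miRNAs and otherwise candidates, and they held 99.99% of the normalized reads. LW alone had 9 known, 35 conserved and 41 candidate miRNAs, and MS alone had 15 known, 35 conserved and 130 candidate miRNAs. The miRNAs of one breed were scarce, with a median of the breed means of 1.25 normalized reads in LW and 1.13 in MS. The highest of them in LW were the candidates PC-223-3p and PC-394-5p, which have the same values and a mean of 8.93 normalized reads. In MS the highest were the conserved PN-30-3p, which matches the neural mir-219b and reached 20.15, 10.1 and 34.68 normalized reads in the 3 libraries, and the candidate PC-426-5p, at 35.26, 22.04 and 6.77. All 3 LW libraries were listed at 0 for both. One read was worth about the same as these medians, so the absence of most one-breed miRNAs from the other breed was not detectable at this depth. The counts also depend on the rule. When a value above 0 was needed in at least 2 libraries of a breed, LW alone had 13 known, 13 conserved and 66 candidate miRNAs. MS alone then had 8, 30 and 76. With a breed mean of at least 1 the counts were 9, 11 and 93 in LW alone and 12, 24 and 156 in MS alone.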

Most miRNAs were co-expressed in LW and MS and account for a large portion (Fig 2B), while the miRNAs that specifically expressed in one breed were in low reads abundance (< 20 reads) (S2 and S3 Tables). Of the 1147 unique miRNAs, 37.84% (434/1147) were porcine known miRNAs, which accounted for 92.83% of the total sequence reads. However, the sequence reads of conserved miRNAs and candidate miRNAs represented only a relatively small fraction (5.66%, 1.50%) of the total sequence reads (Fig 2C). These results suggested the high-confidence of our sequencing data.

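Known miRNAs held 94.08% ± 0.61 (SD, n = 3) of the normalized reads in LW and 91.13% ± 1.58 (SD, n = 3) in MS. Conserved miRNAs held 4.56% ± 0.46 in LW and 7.19% ± 1.28 in MS (SD, n = 3 each), and candidate miRNAs 1.35% ± 0.17 and 1.68% ± 0.37. Over both breeds together the shares were 92.83% for known, 5.67% for conserved and 1.50% for candidate miRNAs. Every MS library had a lower share of known and a higher share of conserved miRNAs than every LW library (two-sided exact permutation test, p = 0.10 for each, the smallest p that 3 animals against 3 allow). The shares of candidate miRNAs overlapped between the breeds (the same exact test, p = 0.30). Part of the share of reads in known miRNAs came from the most abundant ones, and without the 10 miRNAs with the highest sum of the breed means it was 87.73%.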

**Fig 2:**
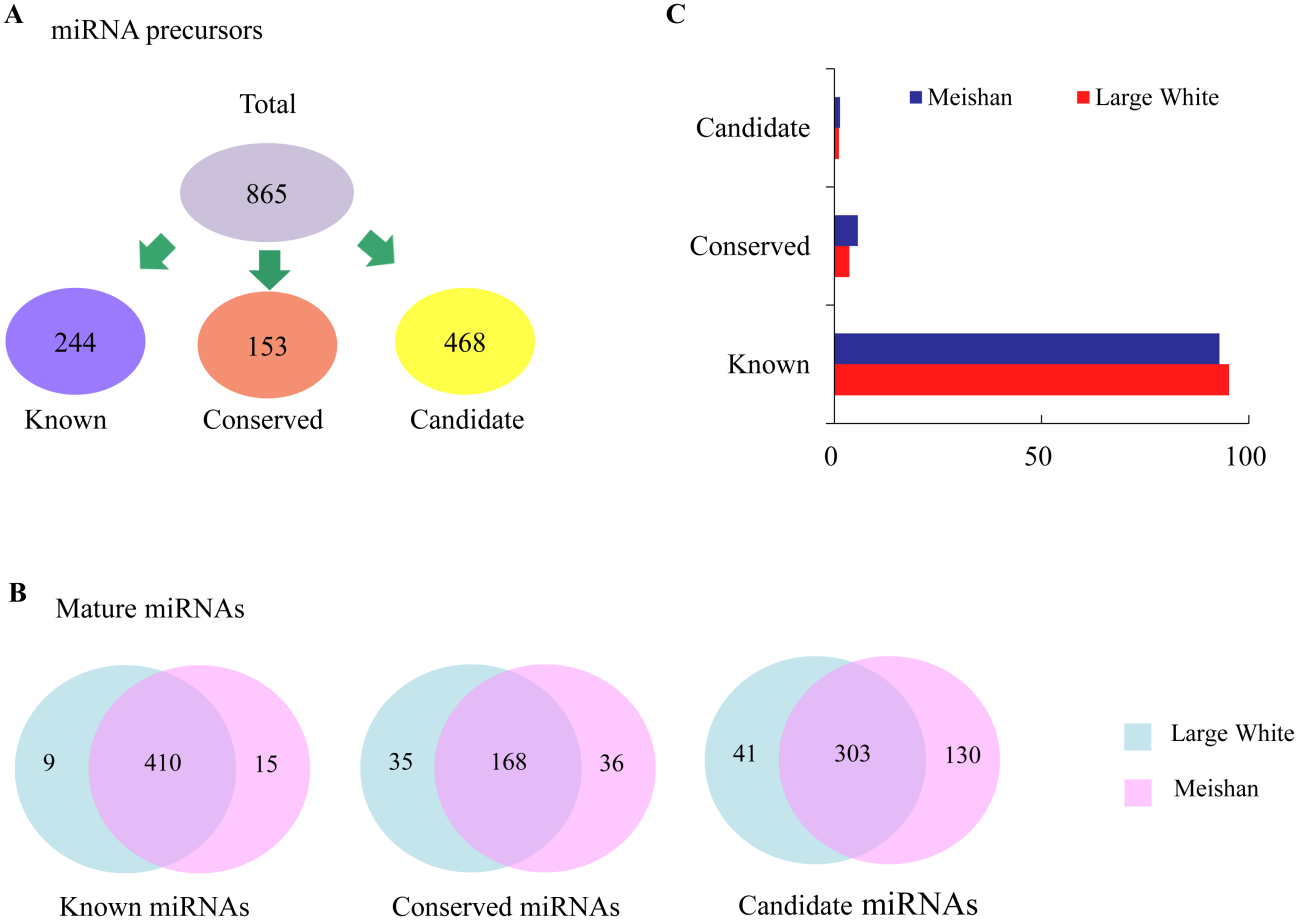
Description of miRNAs in two pig breeds. (A) Overview of the miRNA precursors including known, conserved and candidate miRNAs between Large White (LW) and Meishan (MS). (B) Venn charts indicate expression patterns of known, conserved and candidate miRNAs. (C) Distribution of read counts between LW and MS.

Furthermore, to further characterize variability in miRNA expression profiling, a hierarchical clustering analysis was performed based on the expression of 1147 unique miRNAs. As shown in Fig 3, the miRNA expression profiles showed two major clusters: one is the three biological replicates of LW, and one is the three biological replicates of MS. 

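Average-linkage clustering on 1 - r, with Pearson's r across the 1143 miRNAs, split the 6 libraries into the 3 LW and the 3 MS animals. The 9 pairs of libraries from different breeds had an average r of 0.697, from 0.654 to 0.744. On the log2 scale, which gives less weight to abundant miRNAs such as miR-127-3p and miR-10b-5p, the average r between the breeds was 0.909, and the 2 clusters were again the breeds. With Spearman's rank correlation it was 0.815, and without the 10 most abundant miRNAs 0.625, with the same 2 clusters. These values are across miRNAs, which are not independent replicates.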

Meanwhile, three biological replicates of LW and MS were highly correlated (LW: average *r* = 0.9803; MS: average *r* = 0.9743), which indicates highly experimental reliability and good reproducibility of replicates (Fig 3).

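The 3 pairs of LW libraries had an average Pearson's r of 0.9803 across miRNAs, from 0.9674 to 0.9888, and the 3 pairs of MS libraries an average of 0.9745, from 0.9652 to 0.9905. The lowest pair within a breed lay above the highest pair between the breeds. Ranks gave lower values, with averages of 0.933 in LW and 0.888 in MS. The 10 most abundant miRNAs, among them miR-127-3p, miR-10b-5p and miR-199a-3p, carried part of the MS correlation, which averaged 0.929 without them and 0.972 in LW.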

**Fig 3:**
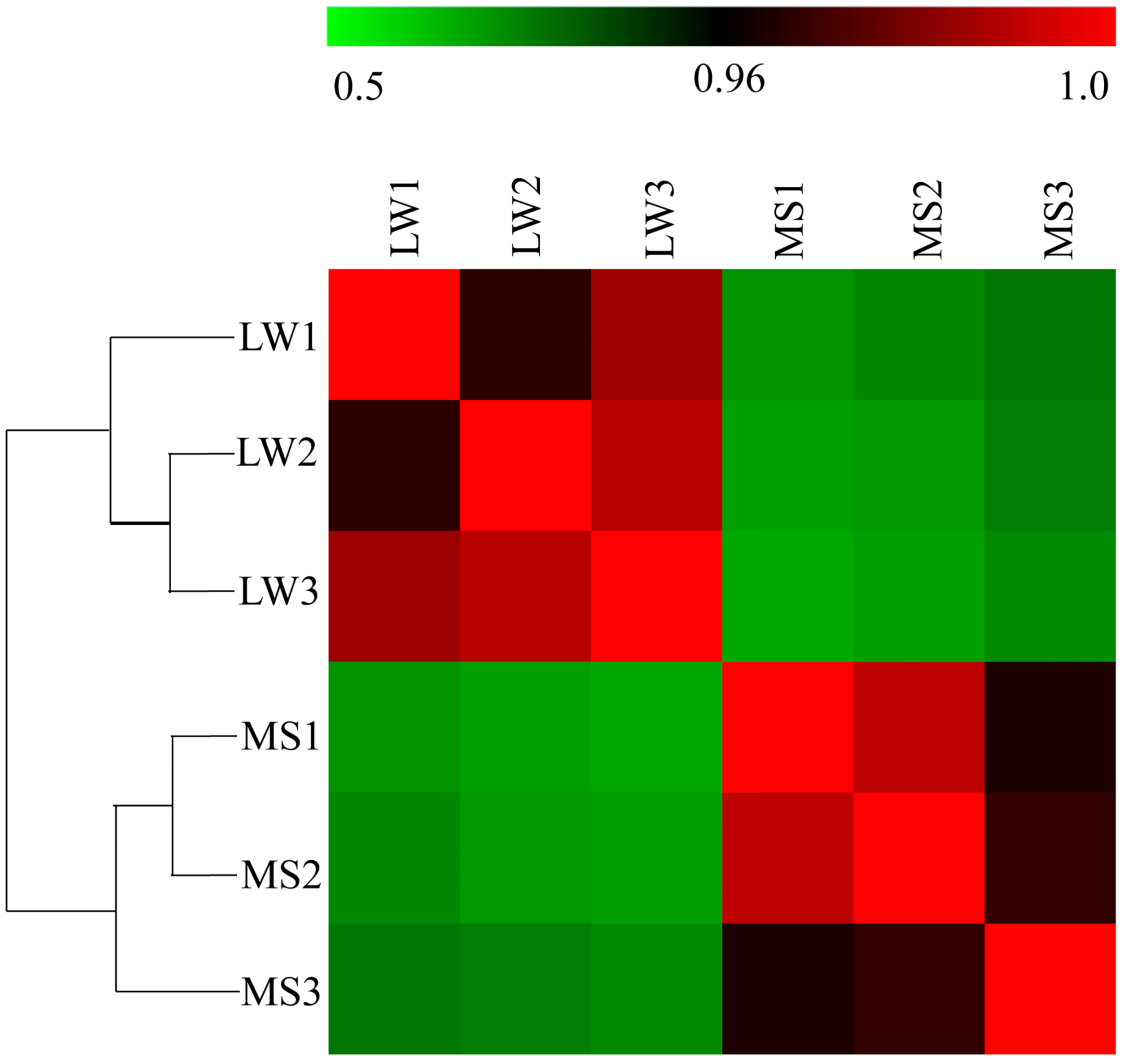
Hierarchical clustering analysis and heat map matrix of Pearson correlations of the reads counts of 1147 unique miRNAs between Large White (LW) and Meishan (MS). LW1, LW2 and LW3 refer to the three biological replications of Large White pigs; MS1, MS2 and MS3 refer to the three biological replications of Meishan pigs. The color legend at top represents the correlation coefficient.

### Analysis of highly abundant miRNAs

Expression analysis of the 10 most abundant miRNAs in each library indicated that functional miRNAome may be confined and tend to be highly expressed. As shown in Fig 4, the top 10 miRNAs with the highest abundance contributed 45.89% and 44.23% of the total counts in the LW and MS libraries, respectively. 

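The 10 miRNAs with the highest breed mean held 45.9% ± 1.16 (SD, n = 3) of the normalized reads in LW and 44.7% ± 1.14 (SD, n = 3) in MS. From the breed means the shares were 45.93% and 44.77%. The most abundant miRNA in LW was miR-127-3p, from the imprinted DLK1-DIO3 domain, with 179299 ± 21818 normalized reads (SD, n = 3). In MS it was miR-10b-5p, encoded within a HOX gene cluster, with 179718 ± 41243 normalized reads (SD, n = 3). In LW the list went on with miR-199a-5p, miR-125b-5p, let-7c-5p, miR-10b-5p, let-7a-5p, let-7i-5p, miR-99b-5p, miR-199a-3p and miR-26a-5p. In MS it went on with miR-127-3p, miR-381-3p, miR-199a-3p, miR-26a-5p, miR-148a-3p, miR-92a-3p, let-7i-5p, miR-133a-3p and miR-21-5p. MiR-199a-5p held 5.83% of the reads in LW and 0.59% in MS, and miR-125b-5p 5.73% and 1.04%. In the other direction miR-381-3p, also from the DLK1-DIO3 domain, held 1.61% in LW and 5.77% in MS. By the SDs of the libraries, the shares of the 10 leading miRNAs differed by about as much between the breeds as between animals of one breed.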

The unified set of top 10 unique miRNAs over the two pig breeds correspond to 15 unique miRNAs, 11 of which (ssc-let-7a-1/2-5p, ssc-let-7c-5p, ssc-let-7e-5p, ssc-miR-10a-5p, ssc-miR-10b-5p, ssc-miR-127-3p, ssc-miR-148a-3p, ssc-miR-199a-1/2-5p, ssc-miR-21-5p, ssc-miR-26a-5p, ssc-miR-125b-1-5p) had been frequently reported highly expressed in skeletal muscle during porcine prenatal and postnatal developmental stages. For example, Qin et al. had reported that ssc-let-7a, ssc-miR-10a, ssc-miR-10b, ssc-miR-127, ssc-miR-148a, ssc-miR-21, ssc-miR-26a were the most abundant miRNAs during porcine skeletal muscle developmental stages from 35 days post coitum to postnatal day 180 [25]. Hou et al. shows that ssc-let-7a, ssc-let-7c and ssc-miR-26a were the common most abundant miRNAs in longissimus dorsi muscle of three pig breeds (Landrace, Tongcheng, and Wuzhishan) at postnatal day 240 [26]. Study of Mai et al. revealed that ssc-let-7a-1/2-5p, ssc-miR-10a-5p, ssc-miR-127-3p, ssc-miR-148a-3p, ssc-miR-199a-1/2-5p, ssc-miR-26a-5p were the most highly expressed unique miRNAs over five porcine muscle developmental stages from 90 dpc to 7 y after birth [27].

**Fig 4:**
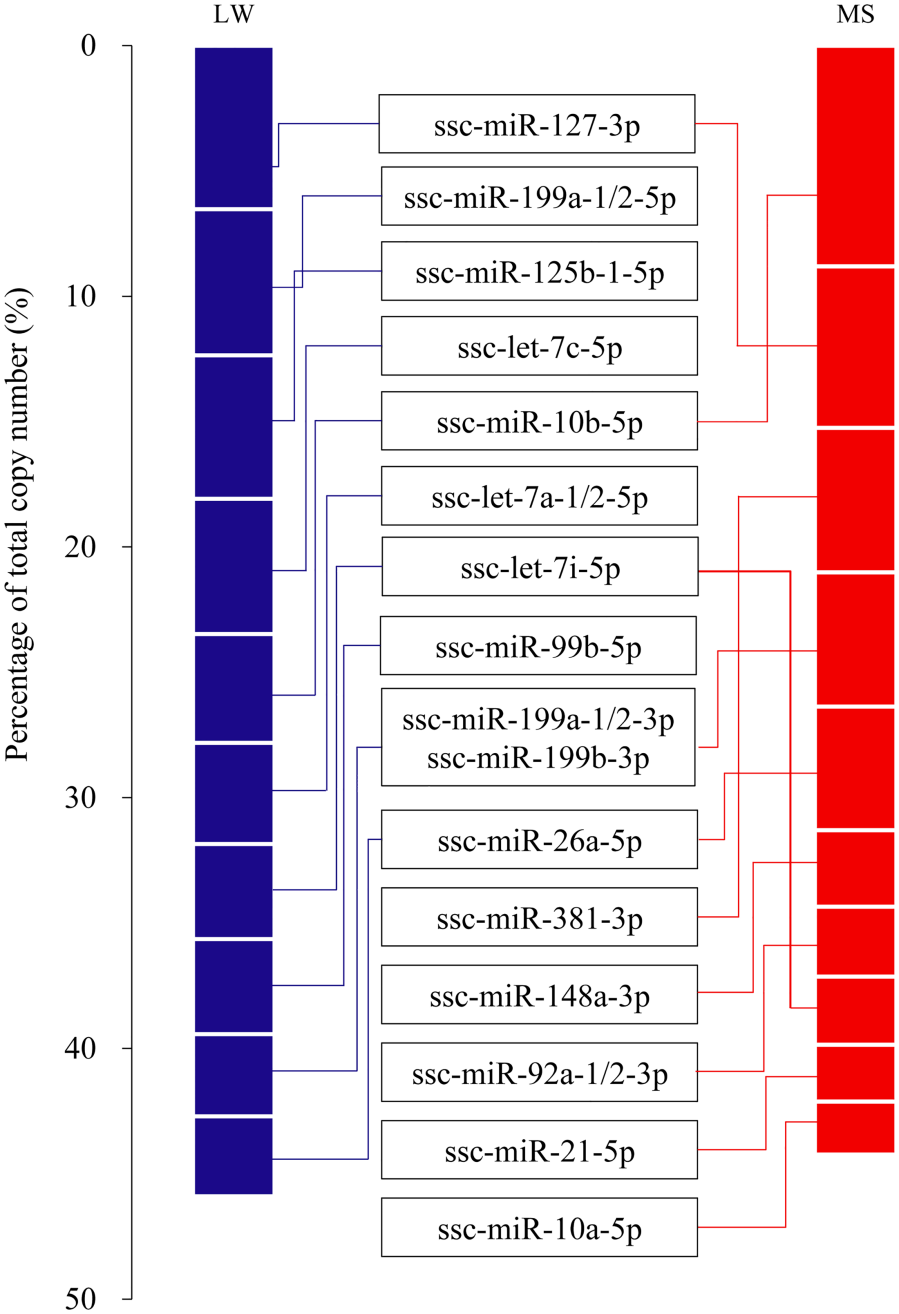
Top 10 unique miRNAs with the highest reads counts.

In the unified 15 miRNAs set, ten of which have the highest abundance in all two breeds (Fig 4). These ten miRNAs may have housekeeping cellular roles and may be the main regulatory miRNAs in myogenesis. For example, miR-199a was reported to regulate cell proliferation by targeting *Dyrk1a* through the Calcineurin/NFAT pathway [28]. 

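The lists of 10 held 15 miRNAs in all, and 5 of these were in the list of both breeds: miR-127-3p, miR-10b-5p, let-7i-5p, miR-199a-3p and miR-26a-5p. Of the 5, let-7i-5p was lower in MS, with 104508 ± 17174 normalized reads in LW and 55278 ± 11505 in MS (SD, n = 3 each) and a log2 fold change of -0.93 (standard error 0.23, adjusted p = 0.0041 from limma). MiR-10b-5p was higher in MS by a log2 fold change of 0.57 (standard error 0.22, adjusted p = 0.040 from limma). MiR-127-3p, miR-199a-3p and miR-26a-5p did not pass the test, with log2 fold changes of -0.45, 0.27 and 0.19. After a correction for GC content miR-26a-5p was called lower (-0.73), and with scaling to equal sums miR-26a-5p (0.63) and miR-199a-3p (0.71) were called higher. The 5 miRNAs in the LW list alone were miR-199a-5p, miR-125b-5p, let-7c-5p, let-7a-5p and miR-99b-5p, which ranked 38, 24, 18, 14 and 45 in MS. The 5 in the MS list alone were miR-381-3p, miR-148a-3p, miR-92a-3p, miR-133a-3p and miR-21-5p, at ranks 17, 33, 11, 43 and 16 in LW. The call for miR-10b-5p ended when any library except MS replicate 3 was left out, with log2 fold changes of 0.41 to 0.75 over the 6 leave-one-out fits, and also with median of ratios (0.49), with DESeq2 (0.50) and without the filter or the trend, and after a correction for GC content it was -0.35 and not called.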

MiR-125b negatively modulates myoblast differentiation in culture and muscle regeneration in mice by targeting *IGF-II* [29]. Let-7a, let-7c and let-7i (members of let-7 family) are regulators in development, and in cellular basal metabolism [30]. MiR-26a is up-regulated during myoblast differentiation and can suppress Enhancer of Zeste homolog 2 (*EZH2*) to promote myogenesis [31]. In addition, miR-127, miR-99b and miR-10b are important regulators in various cancers [32–34].

Interestingly, the TOP 30 most abundant miRNAs of LW embryo were similar to those of MS embryo (S2 Table). But among their common TOP 30 miRNAs from the total reads, 17 miRNAs were differentially expressed between LW and MS. 

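The 30 most abundant miRNAs of LW and the 30 of MS had 20 in common, and 9 of the 20 passed the test between the breeds. Higher in MS were miR-10b-5p and miR-381-3p, the latter with 44318 ± 4406 normalized reads in LW and 117621 ± 39109 in MS (SD, n = 3 each; log2 fold change 1.36, standard error 0.25, adjusted p = 0.00058 from limma). The 7 that were lower in MS were miR-125b-5p, let-7c-5p, let-7a-5p, let-7i-5p, let-7g-5p, miR-27b-3p and PN-49-3p, so that 4 of them were members of the let-7 family, which is known for its role in developmental timing. MiR-125b-5p had the largest difference of these, with 157295 ± 5330 normalized reads in LW and 21225 ± 2064 in MS (SD, n = 3 each; log2 fold change -2.89, standard error 0.20, adjusted p = 4e-07 from limma). The other 11, which include miR-21-5p (log2 fold change -0.04), miR-30a-5p (0.03), miR-181a-5p (-0.04) and miR-92a-3p (-0.31), did not pass. Among the 30 miRNAs with the highest sum of the breed means, 20 passed the test, 6 higher and 14 lower in MS. After a correction for GC content miR-381-3p had a log2 fold change of 0.44 and was no longer called. Its listed sequence has A where the hairpin has G, which lowers the GC content used, so this corrected value is uncertain. Let-7g-5p was not called without LW replicate 3 (-0.81) or with scaling to equal sums (-0.46), and miR-27b-3p not with equal sums (-0.44). Of those that did not pass, miR-21-5p (-1.22), miR-26a-5p (-0.73), miR-10a-5p (-0.76) and let-7f-5p (-2.41) were called lower after the GC correction. With equal sums others were called higher, such as miR-26a-5p (0.63) and miR-199a-3p (0.71).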

Above results may suggest that whatever the pig breeds is, the highly expressed miRNAs profiles were similar at a certain development stage, but the expression levels of miRNAs varies among different pig breeds.

### Differentially expressed miRNAs and functional analysis

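Of the 179 miRNAs with a mean above 1000 normalized reads in either breed, 120 passed the test at an adjusted p under 0.05 from limma, 54 higher and 66 lower in MS. The largest fall in MS was that of miR-1271-5p, with 9383 ± 2588 normalized reads in LW and 64.5 ± 14.1 in MS (SD, n = 3 each, with a log2 fold change of -7.14, standard error 0.31, adjusted p = 1.6e-08 from limma). Its listed sequence has C where its hairpin has T (base 17), and whether the breeds differ in that base was not tested. All 5 miRNAs of the list of miR-99, miR-100 and miR-125 (5p arms), whose genes lie beside let-7 genes, were lower in MS (5 when adjusted over the list alone), and they included miR-99a-5p, which fell from 62148 ± 8681 to 1328 ± 325 normalized reads (log2 fold change -5.57), miR-100-5p (-4.03) and miR-99b-5p (-3.64). The list leaves out their 3p arms, among which miR-100-3p was called higher and miR-125b-3p lower. The adjusted p of this list from limma's camera was 0.000776, and the adjusted p = 0.267 with an estimated correlation. The other large falls were PN-39-3p, which matches mir-330 (-4.84), miR-2320-5p (-4.14), miR-199a-5p (-3.74), miR-7134-3p (-3.38), miR-140-3p (-3.34) and miR-185-5p (-3.19).
The largest rise among the 179 miRNAs was that of miR-208b-3p, encoded within the gene of the slow myosin heavy chain MYH7, with 67.4 ± 29.9 normalized reads in LW and 2509 ± 1191 in MS (SD, n = 3 each; log2 fold change 5.17, standard error 0.45, adjusted p = 3.3e-06 from limma). All 5 members of the miR-130, miR-301 and miR-454 family were higher in MS (5 when adjusted over the list alone), among them PN-33-3p, which matches mir-301b (3.86), PN-58-3p, which matches mir-454 (3.25), and the more abundant miR-130a-3p, at 2459 ± 163 normalized reads in LW and 10105 ± 698 in MS (2.04). The camera test gave this family an adjusted p of 0.0111, and the adjusted p = 0.675 with an estimated correlation. The other large rises were PN-70-3p, which matches mir-590 (5.04), miR-1307-5p (4.12), miR-1-3p (3.92), miR-190a-5p (3.72), miR-136-5p (3.66), miR-186-5p (3.63) and PN-45-3p (3.35). PN-70-3p lies on the plus strand of chromosome 3 of Sscrofa 10.2 at 11024985 to 11025078, and miR-1271 on the minus strand of chromosome 2 at 83154205 to 83154313.
At least a 2-fold change was reached by 96 of the 120, 43 higher and 53 lower. The 3 libraries of one breed all lay above the 3 of the other for 128 of the 179 (chance gives 10%). Over all 548 miRNAs tested, 341 passed, 187 higher and 154 lower in MS. The fold changes went with the GC content of the mature sequence. Of the 60 miRNAs with the lowest GC content (19.0% to 40.9%) 38 were higher and 11 lower in MS, and of the 59 with the highest (52.4% to 85.0%) 5 were higher and 30 lower. After a correction for GC content within each library 37 were higher and 81 lower among 118 calls, and after scaling the libraries to equal sums, chosen after the data were seen, 74 were higher and 52 lower among 126. The medians of both lists named above kept their direction under each scaling, with 4 of the 5 members of the miR-99, miR-100 and miR-125 list called lower after scaling to equal sums. After the GC correction miR-190a-5p, at 0.13, and miR-1-3p, at 0.47, were no longer called, and PN-70-3p was at 1.08, PN-45-3p at 1.36 and miR-136-5p at 1.67. The median of the miR-130, miR-301 and miR-454 family went from 2.88 to 1.47.

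**Figure D1:**
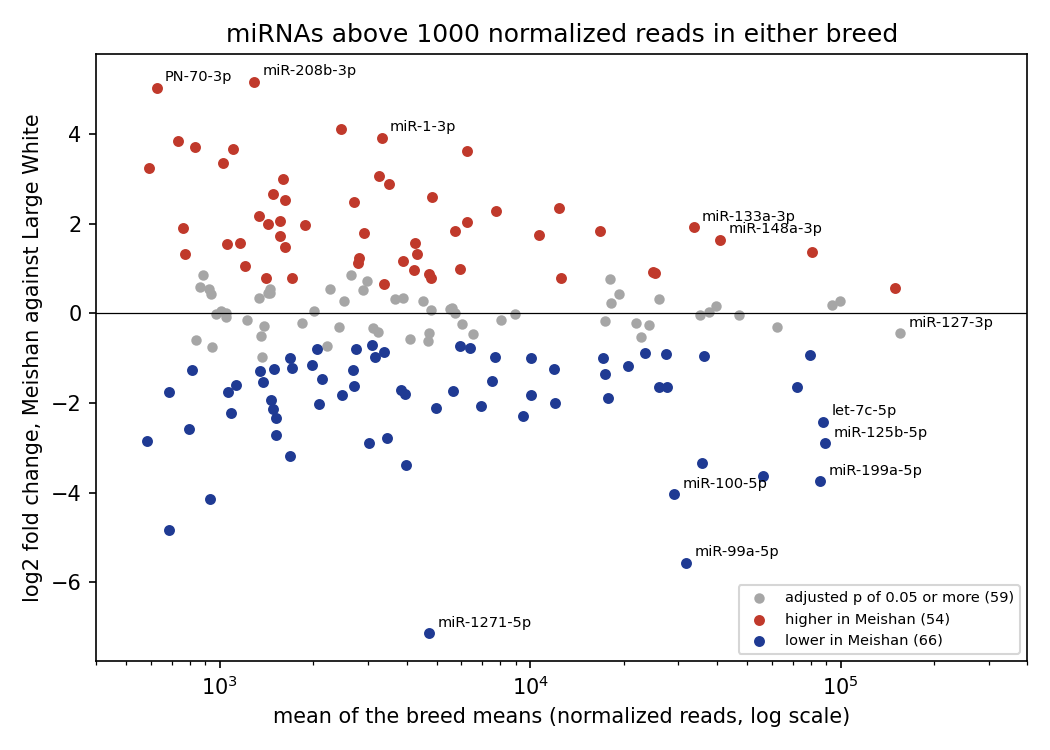
Log2 fold change between the breeds against the mean of the breed means, in normalized reads on a log axis, for the 179 miRNAs above 1000 normalized reads in either breed. Each point is a miRNA, coloured where its adjusted p from limma was under 0.05, and the 54 points above and 66 points below the line at 0 are higher and lower in MS. Scaling to equal sums would move the points up, to 74 higher and 52 lower.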

We identified 87 differentially expressed miRNAs between LW and MS pigs (with miRNAs read counts >1000, *p*-value of t-test < 0.05), of which 29 were upregulated and 58 were downregulated in MS pigs (S4 Fig, S4 Table). Interestingly, among the differentially expressed miRNAs (DE miRNAs) library, the top 50 most abundant miRNAs account for 95.87% of the total DE miRNAs reads, indicating their important roles in myogenesis. Subsequently, the top 50 DE miRNAs were subjected to a hierarchical analysis, and the result showed that these genes were gathered into two major clusters: one is 14 upregulated miRNAs, and one is 36 down regulated miRNAs (Fig 5). 

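Among the 120 called miRNAs above 1000 normalized reads, the 50 with the highest sum of the breed means held 90.7% of the reads, and 19 of these were higher and 31 lower in MS. The 31 together held 51.6% ± 2.36 of all normalized reads in LW and 17.3% ± 1.43 in MS (SD, n = 3 each), and the 19 held 10.2% ± 0.78 in LW and 31.0% ± 3.06 in MS. These sums are over miRNAs chosen for their difference on the same libraries. Below the miRNAs of the lists of 10, the abundant ones that were lower in MS included miR-320-3p (log2 fold change -1.89), miR-152-3p (-1.99), miR-151-5p (-1.35) and miR-103-3p (-0.99), and those that were higher included miR-136-3p (2.34), miR-16-5p (1.75), miR-30e-5p (0.92) and miR-128-3p (0.80). The sequence listed as miR-107-3p is that of miR-103-3p without its last bases, and it was called higher (adjusted p = 0.012 from limma). The split of reads between miR-103-3p and miR-107-3p is therefore uncertain. Of the 5 measured members of the miR-23/27/24 clusters, 4 were lower and 1 did not pass (4 lower when adjusted over the list alone), with miR-23b-3p at -1.70, and the camera test gave an adjusted p of 0.172, while after scaling to equal sums 2 were lower and 1 was higher. Of the 40 measured arms from the DLK1-DIO3 domain 21 were higher, 8 lower and 11 not called (21 and 8 when adjusted over the list alone; adjusted p = 0.179 from camera), with a median of 0.88, and after the GC correction 10 were higher and 12 lower, with a median of -0.01. Both tested arms listed under the miR-29 family, which is known to repress collagen genes, were higher, with miR-29a-3p at 2.93 (2 when adjusted over the list alone, and adjusted p = 0.161 from camera). They were scarce in LW, with 31.8 normalized reads in LW and 255 in MS for miR-29a-3p and 2.85 and 34.2 for miR-29b-3p. The sequence listed as miR-29a-3p has T where its hairpin has C (base 10), so which member of the family it counts is uncertain. All 120 called miRNAs together held 66.8% of the LW reads and 55.4% of the MS reads. After the GC correction miR-30e-5p was at 0.11 and no longer called, and miR-128-3p was not called without LW replicate 1 (0.65).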

In total, the target genes of 14 upregulated miRNAs significantly enriched in 332 GO terms and 45 KEGG pathways (S5 Table) (*P* < 0.05). In addition, the target genes of 36 downregulated miRNAs significantly enriched in 325 GO terms and 53 KEGG pathways (S5 Table) (*P* < 0.05). The 14 upregulated miRNAs and 36 downregulated miRNAs have 199 GO terms and 32 KEGG pathways in common (S5 Table), of which some significantly enriched GO terms and KEGG pathways were picked out to illustrate the possible roles of DE miRNAs during muscle development (Fig 6). Particularly, the DE miRNAs were mainly involved in the regulation of muscle functions such as actin filament binding, calcium ion binding, actin binding, muscle contraction, cellular calcium ion homeostasis and response to calcium ion. Furthermore, DE miRNAs were intensively involved in not only the metabolic pathways such as lipid metabolic process, fatty acid metabolic process, galactose metabolism, cysteine and methionine metabolism but also signaling pathways such as wnt-protein binding, toll-like receptor, mTOR, TGF-β, positive regulation of MAPK cascade signaling pathways (Fig 6). Many studies have reported that the TGF-β family played important roles in skeletal muscle development [35, 36]. MAPK signalling pathway is known to be involved in regulation of muscle differentiation by affecting the activities of myogenic transcription factors as well as controlling the expression of structural muscle genes [37]. Wnt signaling pathway involved in embryonic myogenesis and in regulating the homeostasis of adult muscle, resulting its universal enrichment from embryonic to adult myofiber maturation [38]. Calcium signaling was considered potential mediators of postnatal muscle development and hypertrophy [39]. These analyses illustrate some possible reasons for different myogenesis potential between LW and MS.

**Fig 5:**
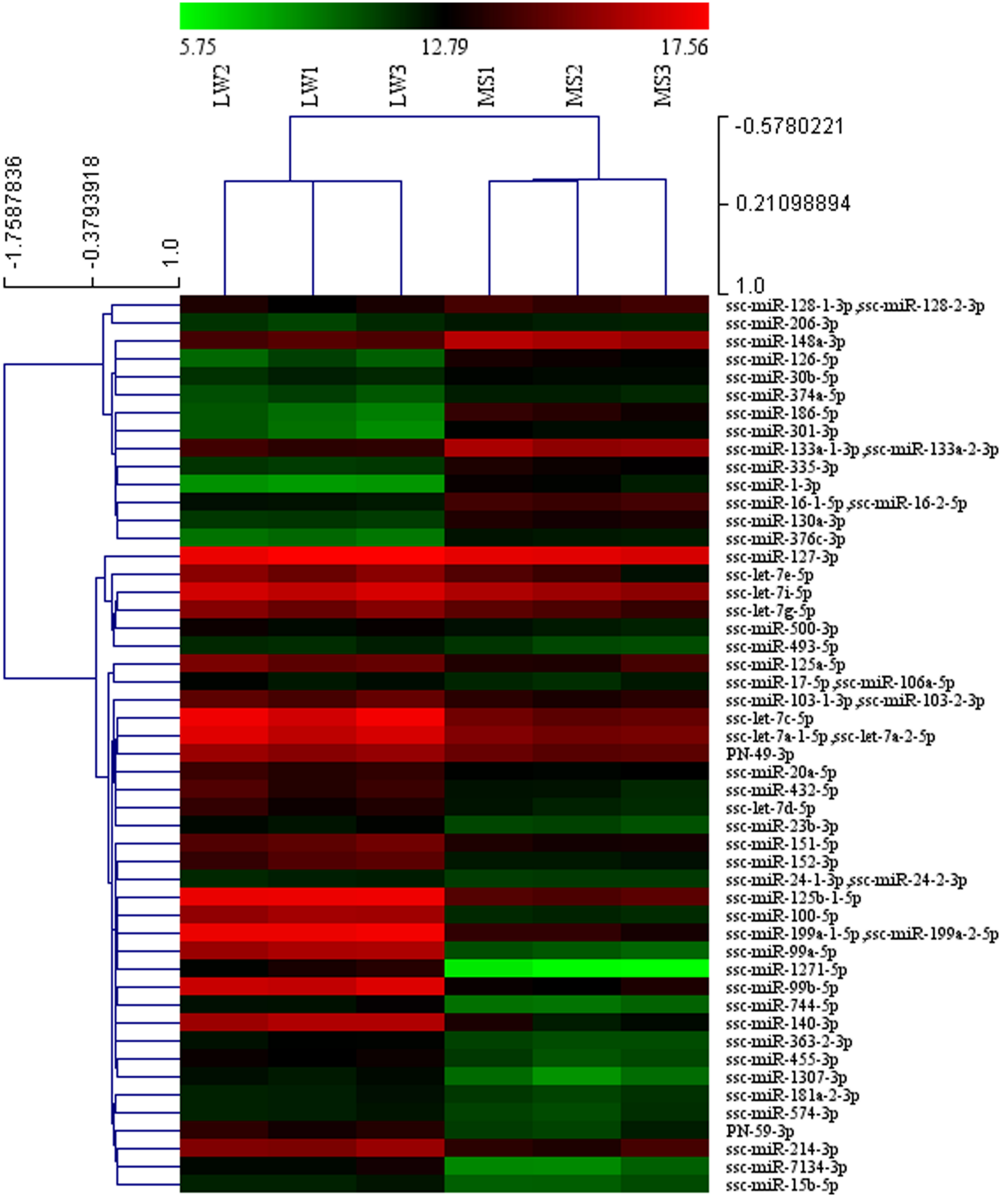
Hierarchical cluster analysis of the top 50 differentially expressed miRNAs (*P* < 0.05). Normalized log (base 2) data was hierarchically clustered by miRNA reads counts and is plotted as a heat map. LW1, LW2 and LW3 refer to the three biological replications of Large White pigs; MS1, MS2 and MS3 refer to the three biological replications of Meishan pigs.

**Fig 6:**
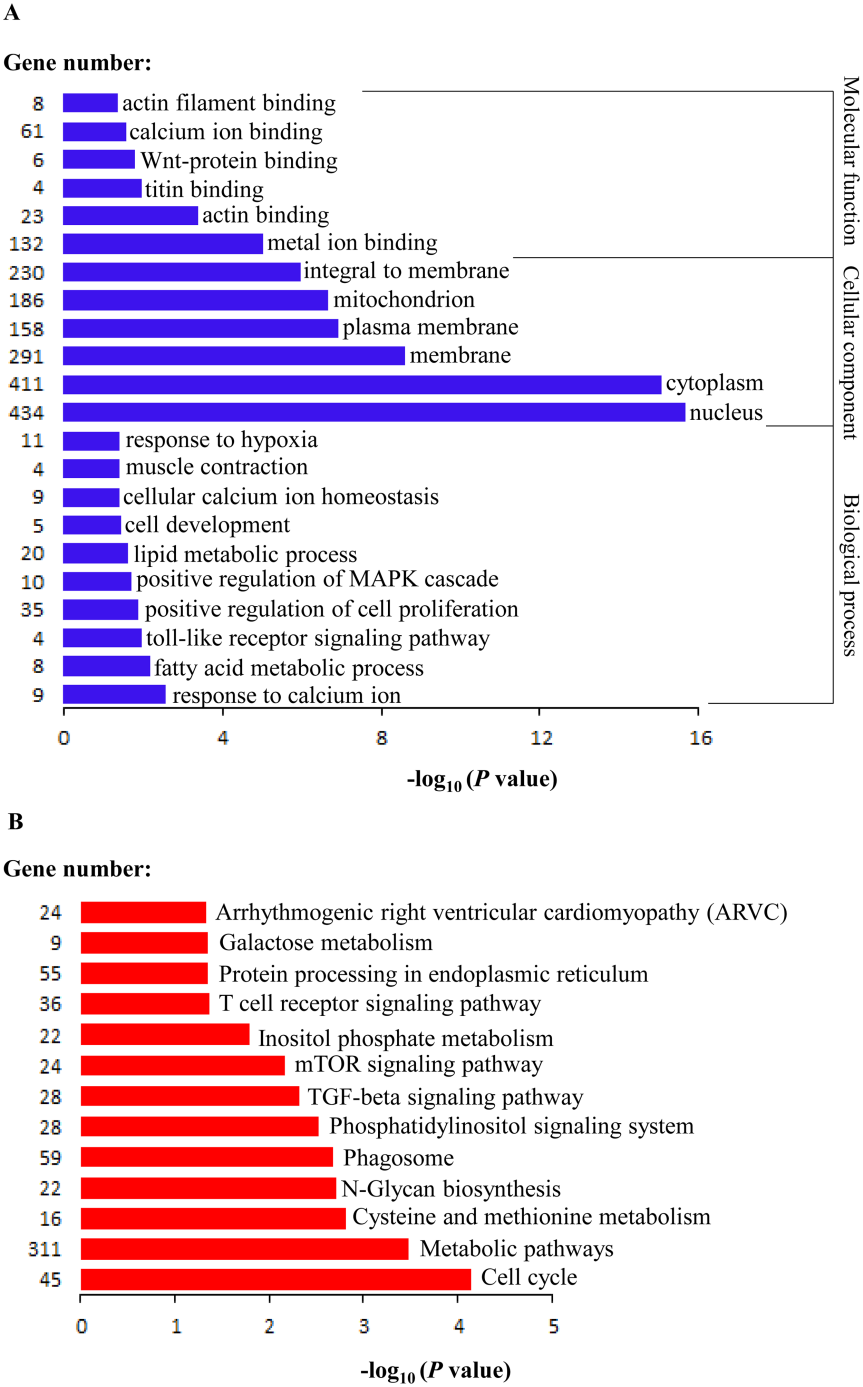
GO (A) and KEGG (B) pathways analysis of top 50 differentially expressed miRNAs.

In top 50 DE miRNAs, many of them were previously reported to associated with skeletal muscle development. For example, miR-1 directly targets HDAC4, a transcriptional repressor of muscle gene expression to promote myogenesis, and miR-133 enhance myoblast proliferation by repressing serum factor (SRF) [40]. MiR-206 can be upregulated by MyoD and MEF2, and can promote the differentiation of myoblast by targeting multiple genes, such as Id1-3, Pax 7, BDNF, Notch-3, Hmyb3 and Cx43 [41, 42]. MiR-148a mediated myogenic differentiation via targeting ROCK1 [43]. MiR-214 may be related to embryonic myogenesis [44] and regulate both proliferation and differentiation of myoblasts depending on the conditions [45]. MiR-24 has been linked to the inhibition of skeletal muscle differentiation by transforming TGF-β [46]. The microRNA miR-181 can target the homeobox protein Hox-A11 in early stage of myoblast differentiation [47]. MiR-17 and miR-20a belong to the miR-17-92 family which regulates cell proliferation and collagen synthesis by targeting TGF-β pathway [48]. MiR-126 attenuated insulin signaling [49] and governed vascular integrity and angiogenesis [50], suggesting their interactions with signaling pathways were required for muscle normal development and maintenance. Interestingly, Among them, miR-133, miR-1, miR-206 and miR-148a were highly abundant in MS pigs, while let-7 family, miR-214 and miR-181 were highly expressed in LW. These results indicated that the main functional miRNAs during muscle development are different between lean and obese pig breeds.

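Of the 7 measured muscle-enriched miRNAs, 6 were higher in MS, none was lower and 1 did not pass (6 higher when adjusted over the list alone). The adjusted p of the muscle-enriched list from camera was 0.0214, and the adjusted p = 0.675 with an estimated correlation. With GC content corrected, 4 of its members were higher and 2 lower, and the list no longer passed. MiR-133a-3p had 14008 ± 2085 normalized reads in LW and 53202 ± 10427 in MS (SD, n = 3 each; log2 fold change 1.92, standard error 0.23, adjusted p = 2.9e-05 from limma). MiR-1-3p, listed with the sequence TGTAATGTAAAGAAGTATGTAT (G3T against its hairpin, counted from 1 at the 5′ end of the miRNA, as for miR-206-3p), had 398 ± 35.5 in LW and 6244 ± 1876 in MS (SD, n = 3 each; log2 fold change 3.92, standard error 0.29, adjusted p = 7.6e-07 from limma). MiR-133b-3p (1.17) and miR-499-5p (1.32) were also higher, and miR-486-5p, at 0.34, did not pass. MiR-206-3p had 2644 ± 635 in LW and 4109 ± 477 in MS (SD, n = 3 each), a log2 fold change of 0.66 (standard error 0.27, adjusted p = 0.047 from limma). MiR-148a-3p had 19707 ± 2604 in LW and 62321 ± 13935 in MS (SD, n = 3 each; log2 fold change 1.64, standard error 0.24, adjusted p = 9.5e-05 from limma).
Of the 8 measured miRNAs listed under the let-7 family, 6 were lower in MS, 1 was higher and 1 did not pass (6 lower and 1 higher when adjusted over the list alone, with adjusted p = 0.0458 from camera and adjusted p = 0.675 with an estimated correlation). The list leaves out the candidate PC-83-5p, whose sequence differs from that of let-7c-5p in 1 base. PC-83-5p was also lower, with means of 15789 normalized reads in LW and 3131 in MS (adjusted p = 3.1e-05 from limma). Let-7c-5p had 148103 ± 36873 normalized reads in LW and 27241 ± 3965 in MS (log2 fold change -2.42), and let-7a-5p 110611 ± 24869 and 34637 ± 3832 (-1.65). Let-7e-5p (-1.64) and let-7d-5p (-1.50) were lower as well, miR-98-5p was higher (0.99), and let-7f-5p, at -0.21, did not pass, while after the GC correction all 8 were called lower, with miR-98-5p at -1.21 and let-7f-5p at -2.41. MiR-214-3p had 41827 ± 8988 in LW and 13519 ± 3709 in MS (SD, n = 3 each; log2 fold change -1.64, standard error 0.26, adjusted p = 0.00018 from limma), while the other arm of its hairpin, miR-214-5p, was higher (0.80). In the miR-199 and miR-214 clusters 1 of 5 members was higher, 2 were lower and 2 did not pass (1 and 2 when adjusted over the list alone; adjusted p = 0.527 from camera), while with equal sums 3 were higher and 2 lower. Of the 6 members of the miR-181 family, miR-181a-2-3p was lower in MS (-0.87), miR-181c-5p was higher (3.08) and 4 did not pass (1 and 1 when adjusted over the list alone; adjusted p = 1.0 from camera). The abundant miR-181a-5p had 35738 ± 5488 normalized reads in LW and 34847 ± 5022 in MS (SD, n = 3 each).
Of the other miRNAs with a role in muscle that the paper names, miR-24-3p (-0.70) and miR-20a-5p (13442 normalized reads in LW and 6658 in MS on average) were lower in MS, miR-126-5p (2.61) was higher while its other arm, miR-126-3p (-0.43), was not called, and miR-17-5p (-0.61, adjusted p = 0.063 from limma) did not pass. In the miR-17-92 and paralogous clusters 4 of 9 members were higher, 3 lower and 2 not called (4 higher and 4 lower when adjusted over the list alone; adjusted p = 0.961 from camera), and after the GC correction 2 were higher and 3 lower. Of 9 miRNAs of blood cells 6 were higher in MS and 3 did not pass (6 when adjusted over the list alone), among them the erythroid miR-451-5p (2.67) and the leukocyte miR-142-5p (4.09), and of 8 neural miRNAs 6 were higher and 2 did not pass (6 when adjusted over the list alone). Both had an adjusted p of 0.0214 from camera and an adjusted p = 0.675 with an estimated correlation, and neither passed after the GC correction, where 3 blood miRNAs were higher and 1 lower and 5 neural miRNAs higher and 1 lower. MS replicate 1 was the highest library for the erythroid miRNAs, as with 4239 normalized reads of miR-451-5p against 2201 and 1374 in MS replicates 2 and 3.
After the correction for GC content the log2 fold change was 2.41 for miR-133a-3p, 0.73 for miR-148a-3p, 0.47 and not called for miR-1-3p, -0.27 and not called for miR-181a-2-3p, -0.34 and not called for miR-24-3p, and reversed for miR-206-3p (-0.91) and miR-499-5p (-0.88). The correction used the GC content of the listed sequences. Those of miR-1-3p and miR-206-3p have T where the hairpin has G, which lowers their GC content and makes their correction larger. Values with the hairpin's base were not computed. That base would give miR-1-3p a GC content of 27.3%, where PN-65-3p moved from 3.00 to 0.17. It would give miR-206-3p 40.9%, where miR-148a-3p moved from 1.64 to 0.73. A move of that size would leave miR-1-3p above 0.47, so its lost call may rest on the base. MiR-206-3p would still turn negative, so the size and the call of its reversal may rest on the base, but not its sign. The call for miR-206-3p also ended without LW replicate 1 or 2 or MS replicate 1 or 2 (0.47 to 0.82 over the 6 leave-one-out fits), without the filter or the trend, and with median of ratios (0.59), TMM (0.61), edgeR (0.60) and DESeq2 (0.56), that for miR-181a-2-3p without LW replicate 3 (-0.71) or MS replicate 2 (-0.75) and with equal sums (-0.43), that for miR-214-5p without LW replicate 2 (0.72) or MS replicate 1 (0.74), and that for miR-24-3p with equal sums (-0.27) and without LW replicate 1 (-0.68) or 3 (-0.63) or MS replicate 1 (-0.68) or 2 (-0.72). From the reported muscle functions of these miRNAs and from the breed in which each was abundant, the paper takes its results as a sign that the main functional miRNAs of muscle development differ between the lean and the obese breed.

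**Figure D2:**
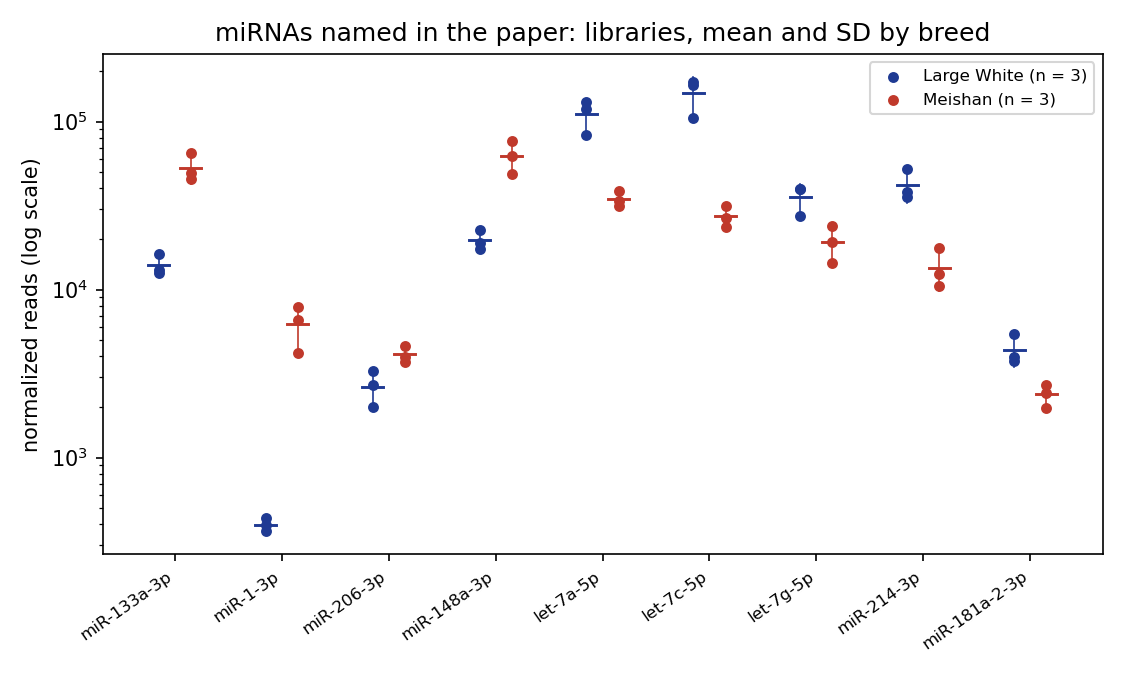
Normalized reads, on a log axis, of 9 miRNAs named in the paper in the 3 LW and 3 MS libraries. Points are libraries, wide bars the breed mean and thin lines 1 SD on either side; miR-133a-3p, with means of 14008 in LW and 53202 in MS, is higher in every MS library, and let-7c-5p, with means of 148103 and 27241, is lower in every one.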

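PN-49-3p is a conserved miRNA with the sequence GAATGTTGCTCGGTGAACCCCT, whose hairpin matches mir-409 of the imprinted DLK1-DIO3 domain. In the table of hairpins it lies on the minus strand of an unplaced scaffold of Sscrofa 10.2, at 6877 to 6936. It had 41289, 52878 and 49217 normalized reads in the 3 LW libraries and 27866, 22450 and 23771 in the 3 MS libraries, or 47795 ± 5924 and 24696 ± 2824 (SD, n = 3 each). This is a log2 fold change of -0.95 (standard error 0.22, adjusted p = 0.0022 from limma), and every MS library lay below every LW library. Other conserved miRNAs of the same domain moved the other way, such as PN-65-3p (3.00) and PN-52-5p (0.96), while PN-59-3p fell by 2.06. The log2 fold change of PN-49-3p after the GC correction was -0.46, and that of PN-65-3p was 0.17 and no longer called.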

Interestingly, the highly abundant DE miRNA PN-49-3p (reads counts > 10000) may be a novel porcine miRNA participating in embryonic skeletal development. In our study, the GO category of the PN-49-3p was enriched in nucleus, zinc ion binding, embryonic placenta development and cellular response to corticotropin-releasing hormo et al. (S5 Fig). The KEGG pathway enriched in endocytosis, phagosome, steroid hormone biosynthesis, T cell receptor signaling pathway and bacterial invasion of epithelial cells et al. (S6 Fig). The above analysis indicates that PN-49-3p may participant in biological process of immune and anti-inflammatory. And the role of PN-49-3p in skeletal muscle prenatal development process need further studies.

Furthermore, the expression levels of the 8 differentially expressed miRNAs show good correlation (Pearson’s *r* = 0.954, *P* < 0.001) between the miRNA sequencing and RT-qPCR results, which highlights the high confidence of the results obtained using the deep-sequencing approach (Fig 7).

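In the sequencing libraries all 8 miRNAs that the paper also measured by RT-qPCR passed the test between the breeds, 6 higher and 2 lower in MS. The 8 were chosen by the study on these libraries. The fall was largest for miR-140-3p, a miRNA abundant in cartilage, with 64804 ± 9424 normalized reads in LW and 6776 ± 2992 in MS (SD, n = 3 each; standard error of the log2 fold change 0.30, adjusted p = 3.5e-06 from limma). The other arm of its hairpin, miR-140-5p, was scarcer and not called, with means of 442.5 normalized reads in LW and 410.9 in MS. MiR-27b-3p had 30404 ± 8462 in LW and 16530 ± 4569 in MS (SD, n = 3 each), a log2 fold change of -0.88 (standard error 0.29, adjusted p = 0.019 from limma). MiR-143-3p, known from smooth muscle, had 17444 ± 4967 in LW and 33024 ± 11197 in MS (SD, n = 3 each), a log2 fold change of 0.91 (standard error 0.30, adjusted p = 0.020 from limma). MiR-335-3p had 2468 ± 179 in LW and 8952 ± 1639 in MS (SD, n = 3 each; log2 fold change 1.85, standard error 0.24, adjusted p = 5.3e-05 from limma). The other 4, miR-133a-3p, miR-1-3p, miR-148a-3p and miR-206-3p, were higher in MS. The call for miR-27b-3p ended without LW replicate 1 (-0.82) or 3 (-0.70) or MS replicate 3 (-0.64), that for miR-143-3p without LW replicate 2 (0.65) or MS replicate 1 (0.66), and both without the trend. After the GC correction miR-335-3p (0.28), miR-143-3p (0.64) and miR-1-3p were no longer called and miR-206-3p was called lower in MS, so that 4 of the 8 kept their call and direction. For miR-1-3p, miR-206-3p and miR-143-3p the listed sequence has T where the hairpin has G. This lowers the GC content used, so their corrected values are uncertain.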

**Fig 7:**
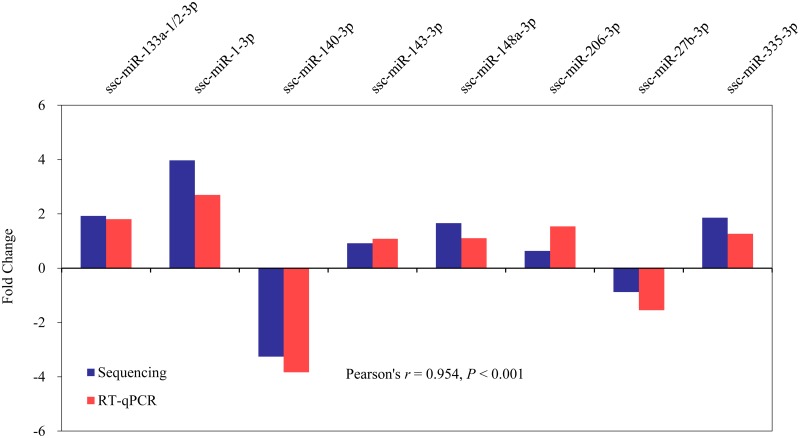
Validation of sequenced results using RT-qPCR for eight representative DE miRNAs. The RT-qPCR result for miRNAs fold change (FC) between LW and MS was calculated as FC = 2^-ΔCt MS^ /2^-ΔCt LW^, and the sequenced result for miRNA log_2_FC expression levels was calculated by log_2_FC = log_2_(reads of LW/ reads of MS), The sequenced reads were normalized.

### The expression patterns of myomiRs (miRNA-133/-1/-206)

The expression levels of muscle specific miRNAs, including miR-133, miR-1 and miR-206, in *longissimus dorsi* of LW and MS on pregnancy days 35, 55 and 90 were analyzed. miR-133 expression level of MS pigs was always higher than LW (*P* < 0.05), while miR-1 and miR-206 has not shown obvious expression patterns between these two breeds (Fig 8). During embryonic skeletal muscle development from 35 to 90 dpc, expression pattern of miR-133 is significantly affected by the breeds (*P*_b_ < 0.01) and development ages (*P*_t_ < 0.01). However the expression patterns of miR-1 and miR-206 from 35 to 90 dpc are similar between LW and MS, and significantly affected by developmental stages (*P*_t_ < 0.01). The role of miR-133 is enhancing myoblast proliferation, thus the upregulated miR-133 in MS may be correlated with MS’s larger myofiber density on pregnancy days 35, 55 and 90. The previous results shown that miR-133 clusters were regulated by myogenic transcription factor *MyoD* [51], and our study indicated that the expression levels of *MyoD* were significantly higher in MS than LW at 35dpc stage. All these results suggest that *MyoD* may modulate muscle proliferation by regulating expression of miR-133 (Fig 9), which is probably the main reason for different myogenesis ability between LW and MS 35dpc fetus.

**Fig 8:**
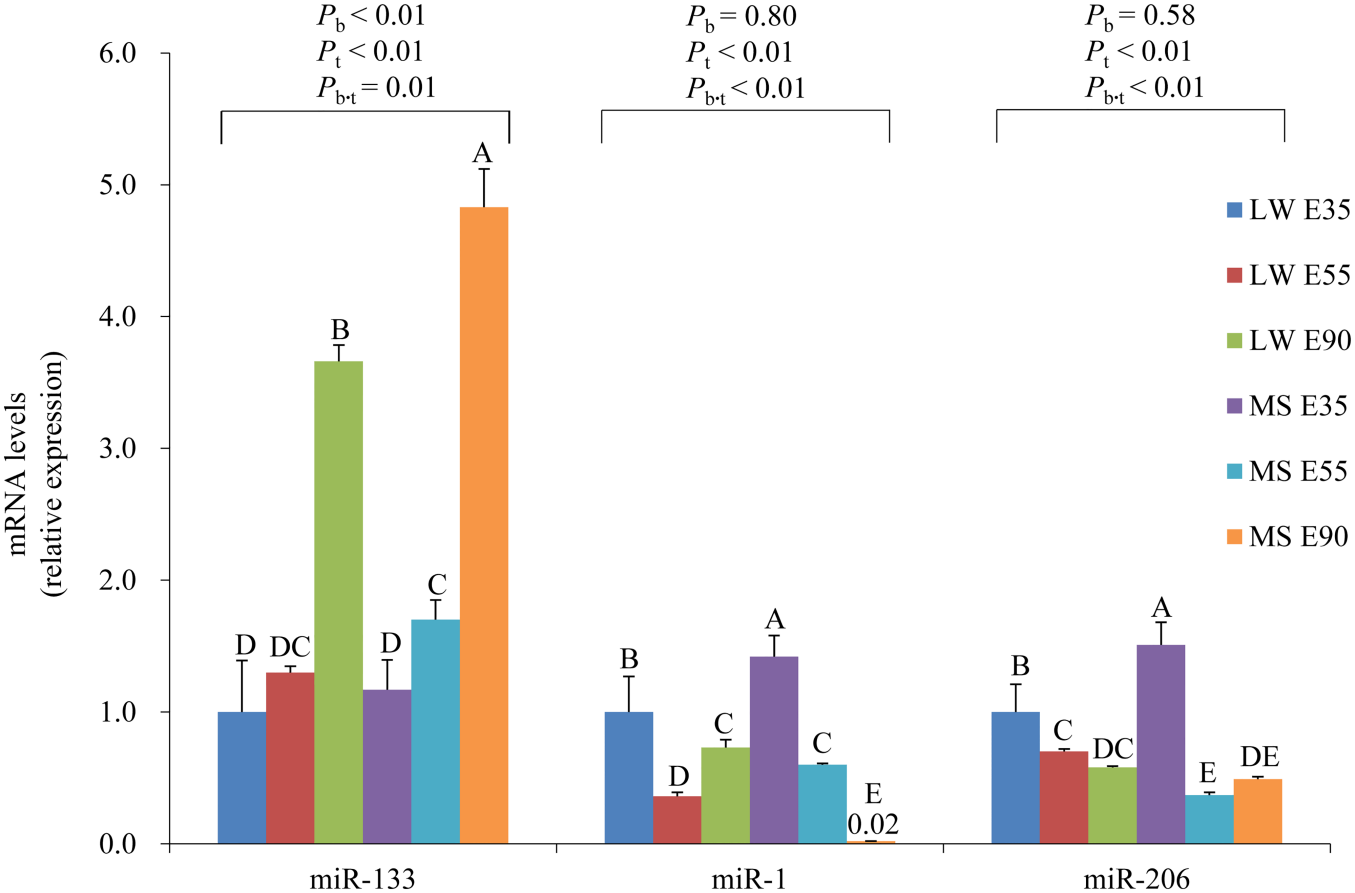
The expression levels of miR-133, miR-1 and miR-206 in Large White (LW) and Meishan (MS) pigs during skeletal muscle development at 35 to 90 dpc (E35, E55 and E90). For each miRNA, the expression level of LW pigs at 35 dpc are given as a negative control and set at 1. Two-way ANOVA (*n* = 3 per breed per time point). ‘B’ and ‘T’ mean breed and time, respectively. Values are means ± SD. Different capital letters means significant difference (*P*<0.05).

**Fig 9:**
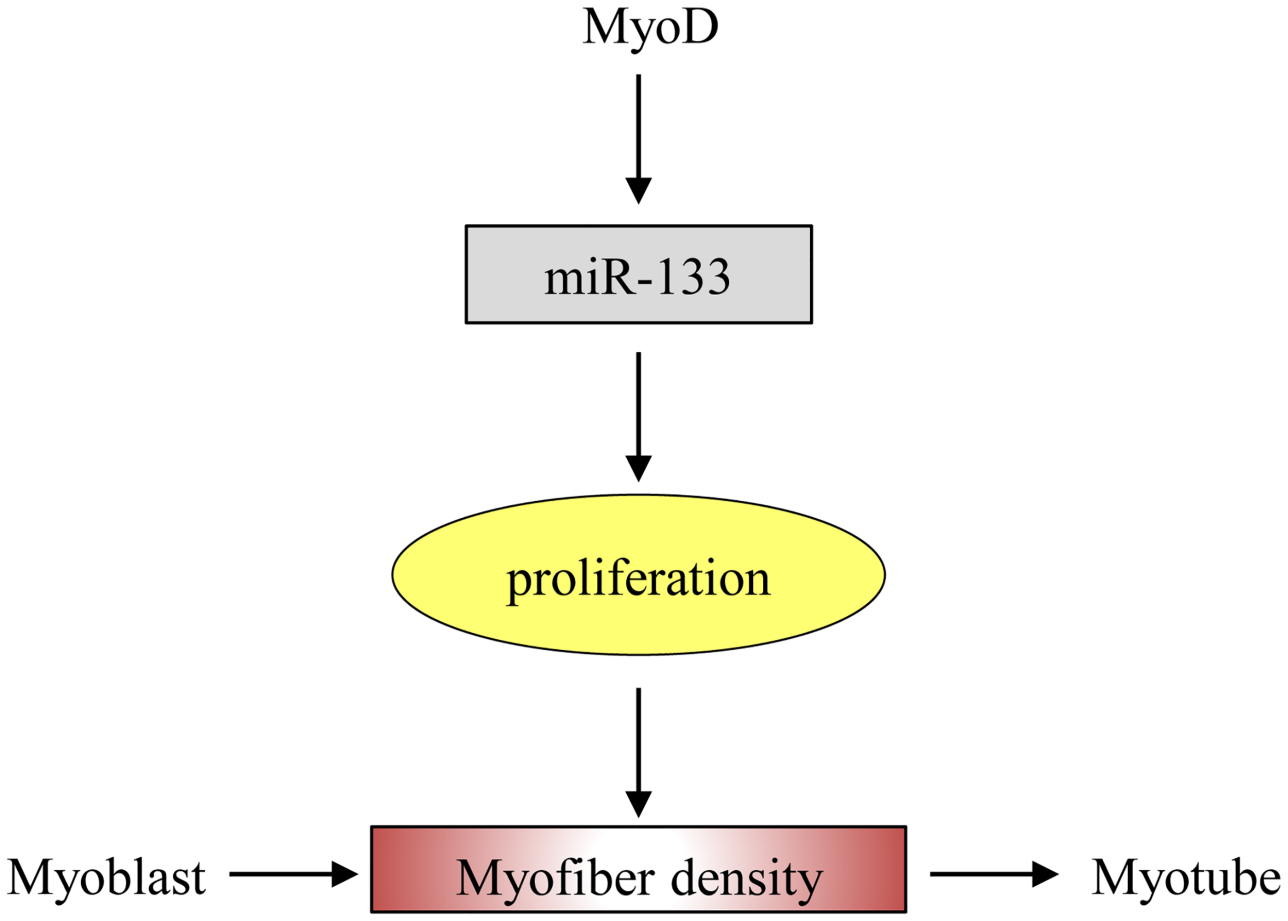
The biological function of miR-133 during skeletal muscle development. MyoD modulate muscle proliferation by regulating expression of miR-133.

## Conclusions

In conclusion, we generated miRNAome profiles of primary myofibers from LW (lean-type) and MS (obese-type) pig breeds, which show different lean growth and also different in litter size and prenatal programming. This study identified a number of DE miRNAs that were associated with porcine muscular development. This study indicate that during primary myofibers development, MS pigs show a stronger myogenesis potential than LW pigs, and miRNAs act as key regulators during primary myofibers development, and their functions were specific to different pig breeds. Some myogenesis related miRNAs (miR-133, miR-1, miR-206 and miR-148a) are highly abundant in MS pigs, while other miRNAs (let-7 family, miR-214, miR-181) highly expressed in LW. This suggests that the main miRNAs set regulating muscle development differ between two pig breeds. Further studies are needed to decipher the biological functions of these differentially expressed miRNAs. Furthermore, both primary and secondary fibers determine the size and number of final muscle fibers, while our study was focused only on the primary myofibers. However, pigs with more prenatal and postnatal developmental stages are needed in further study to uncover the underlying mechanism of refined postnatal pig skeletal muscle phenotype and meat quality. Our study provide a profound knowledge on the role of miRNAs in prenatal muscle development, which could help us to understand the different myogenesis process between LW and MS.

## Supporting information

S1 Fig Sex determination of the fetuses (PCR results for some samples).

S2 Fig The composition of raw sequenced data. Pie chart summarizing the different classed of sequenced small RNAs in Large White (A) and Meishan pigs (B).
(TIF)

S3 Fig The length distribution of mappable reads.

S4 Fig The differentially expressed miRNAs between Large White (LW) and Meishan (MS) pigs (*p*-value < 0.05). The codes on the legend are log_2_-transformed values.
(TIF)

S5 Fig GO enrichment scatterplot of PN-49-3p.

S6 Fig KEGG enrichment scatterplot of PN-49-3p.

S1 Table The primers of target and reference genes.

S2 Table Porcine unique miRNAs.

S3 Table Porcine known, novel and candidate miRNA.

S4 Table The differentially expressed miRNAs.

S5 Table The significant GO term and KEGG pathways.

How the deposited data were processed for this re-analysis (not part of the article)

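The data are small RNA libraries from the longissimus dorsi muscle of 3 Large White and 3 Meishan female fetuses at 35 dpc, as the paper describes them. Each fetus came from a different sow, so each library is 1 animal. The labels give an age of 2 years, and samples were grouped by breed, on which labels and paper do not conflict.

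The authors isolated RNA with a mirVana kit, prepared libraries with a TruSeq small RNA kit and sequenced them on an Illumina HiSeq. With ACGT101-miR, whose version is not given in the sources used here, they removed adapters, junk reads and reads outside their length limits, removed matches to Rfam, NCBI and Repbase, mapped the remaining reads with BLAST to mammalian precursors of miRBase and to Sscrofa 10.2, and predicted hairpins with RNAfold. The deposited unit is a signal: the authors' normalized reads of the most abundant sequence of each miRNA, scaled by the total mappable reads of the library. The paper's text does not name the target of this scaling, and the library totals implied by the values do not match the mappable reads that it states for the breeds. Of 1143 miRNAs with values in 6 libraries every one was used. The other 4 lines of the table are not reported here.

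In each library low values were multiples of one step, the value of 1 read. Of the values up to 20 reads 93.2% to 95.72% were whole multiples within 0.1 read, and the source of the others was not examined. Dividing by the step gave whole reads recovered, from 1038980 to 3419280 per library. The library with the fewest resolves single values no finer than 1.6919 normalized reads. Values of a few reads are imprecise, and fold changes of miRNAs with few reads in one breed depend on the pseudocount.

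Breeds were compared with limma 3.58.1 in R 4.3.3, with a pseudocount of 1, eBayes with a trend, and Benjamini-Hochberg adjustment over the 548 miRNAs with a mean of at least 10 normalized reads in either breed. Calls were counted over these and over the 179 miRNAs above 1000 normalized reads in either breed, which is the paper's abundance rule. Lists of miRNA families or groups (let-7, miR-99 with miR-100 and miR-125, miR-17-92, miR-181, miR-199 with miR-214, miR-30, miR-29, miR-15 with miR-16, miR-23/27/24, miR-130 with miR-301 and miR-454), of the DLK1-DIO3 and HOX clusters, and of muscle-enriched, blood, endothelial, neural, cartilage, smooth muscle, epithelial, liver and pluripotency miRNAs were tested with camera at a correlation of 0.01, and again with an estimated correlation. Of 20 lists with at least 2 members tested, 6 passed at 0.01 and 0 with an estimated correlation, where the lowest adjusted p was 0.267. The main test, the lists and most alternatives were fixed before the data were examined, when the values in the paper's own tables and figures had been seen. MiRNAs named one by one are those that the paper names, the 10 largest rises and the 10 largest falls among called miRNAs above 1000 normalized reads whose breeds did not overlap, and at most 2 members of each list. A miRNA named outside this rule was chosen after its values were seen, and these are the other members of a list, of an arm pair or of the 50 most abundant calls.

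Shares of reads were compared with exact permutation tests, which with 3 animals against 3 cannot go below p = 0.10. Correlations were Pearson's r of the deposited values across miRNAs, and clusters came from average linkage. GC content was corrected by a loess curve, with a span of 0.75, of each library's deviation from the miRNA's mean. Positions are those of the authors' hairpin tables on Sscrofa 10.2. No genome was used here.

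The limma step was tested on simulated reads with the means and depths of the real libraries, over 526 miRNAs of which 195 were changed. It recovered 85.7% of the 2-fold and 99% of the 4-fold changes and called 7 of 331 unchanged miRNAs. On the same reads edgeR recovered 82.5% and 99% and called 5. The simulation gave every miRNA the same dispersion, 0.04, and no GC trend. These rates therefore do not carry over to miRNAs that vary more between animals.

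The alternatives were pseudocounts of 0.5 and 10, scaling by median of ratios and by TMM, no filter and a filter at 1000 normalized reads, eBayes without trend, a replicate block, a GC correction, both together, each library left out, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, and the paper's own unadjusted test. Scaling to equal sums and the unequal-variance form of the paper's test were added after the data were seen. Descriptive steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. RT-qPCR, histology and target predictions were not analysed here.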

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

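The miRNAs in the first paragraph were picked by a rule of size set after the data were seen, and of the tests in this part the one on the share of muscle cells was chosen after the result was seen.

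Abundant miRNAs that passed the test, changed over 8-fold without overlap between the breeds, and stand neither in the paper's Table S4 nor, as a single member, among the miRNAs its text names were 4 in number, all higher in MS. The paper's text does name miR-181 without a member. MiR-208b-3p, from the slow myosin gene MYH7, had 73.9, 93.5 and 34.7 normalized reads in LW and 3545, 2775 and 1208 in MS, a log2 fold change of 5.17 (standard error 0.45, adjusted p = 3.3e-06 from limma). MiR-1307-5p had 207 ± 31.5 in LW and 4729 ± 3182 in MS (SD, n = 3 each), a log2 fold change of 4.12 (standard error 0.57, adjusted p = 7.2e-05 from limma), with 1074 in MS replicate 3 against 6881 and 6232 in the other two. MiR-136-5p of the DLK1-DIO3 domain had 154 ± 15.7 in LW and 2060 ± 812 in MS (SD, n = 3 each), a log2 fold change of 3.66 (standard error 0.33, adjusted p = 3.5e-06 from limma). MiR-181c-5p had 670 ± 200 in LW and 5848 ± 2325 in MS (SD, n = 3 each), a log2 fold change of 3.08 (standard error 0.36, adjusted p = 2.3e-05 from limma). After the GC correction the 4 log2 fold changes were 2.97, 4.69, 1.67 and 2.53, all still called.

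The first pattern is that log2 fold changes fell as the GC content of the miRNA rose (across 179 miRNAs, which are not independent replicates, Pearson's r = -0.484 and Spearman's rho = -0.517, permutation p = 0.0001, the smallest that the permutations can give). GC content accounted for 23.4% of their variance, and a GC-dependent loss of miRNAs in one group of libraries as the whole cause is argued against, since 87 of the 120 calls kept their direction past the threshold after a correction after which 33 did not. Preference of adapter ligation for end bases could not be told apart from chance: the first 2 and last 2 bases explained 3.2% of the remaining variance after adjustment for the number of terms (permutation p = 0.236). A partial effect of GC content stays open (single libraries differed from the mean of their own breed with r from -0.34 to 0.269), and the correction took miR-1-3p from 3.92 (standard error 0.29) to 0.47 (0.23), which ended its call by the smaller fold, and miR-206-3p from 0.66 (0.27) to -0.91 (0.24), while the RT-qPCR in the paper's Fig 7 put both higher in MS and the paper finds no clear difference between the breeds for either over all ages of Fig 8, where the bars at 35 dpc are higher in MS by less than 2-fold, which for miR-1 is nearer to the corrected and for miR-206 to the uncorrected value. For miR-1-3p and miR-206-3p the listed sequence has T where the hairpin has G, which lowers the GC content used. Their corrected values are therefore uncertain. Over the miRNAs of Fig 7 the paper reports a good correlation between RT-qPCR and the sequencing, which was not corrected for GC content. A difference in age, genotype or tissue between the breeds that favours miRNAs of low GC content may also give the trend and was not tested.

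The second pattern is that the arms of a hairpin often changed differently. Of 173 hairpins with both arms tested, 73 had both called, 53 in the same and 20 in opposite directions, such as miR-1307 (4.12 and -2.90), PN-39 (1.96 and -4.84), miR-100 (-4.03 and 2.20) and let-7c (-2.42 and 2.92). After the GC correction the fold changes of the arms had r = 0.05 across hairpins (95% bootstrap interval -0.10 to 0.20, permutation p = 0.5, and r = 0.29 before the correction). The interval lay below the limit set in advance for transcription of the hairpins as the main source of the fold changes. This cannot decide the question, since the arms of a hairpin can be alike in GC content and the correction may remove change that they share. Scarce arms are also imprecise, which lowers r. The part of transcription stays open. Whether the arms that differ do so through processing and stability in the tissue or through the recovery of each sequence in the libraries stays open too.

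The third pattern is that 6 of 7 muscle-enriched miRNAs were called higher in MS, but the list lost the set test with an estimated correlation, and also after the GC correction, where 4 were higher and 2 lower. A larger share of muscle cells in the MS samples would lower the miRNAs of all other cell types, and after the GC correction 4 of 7 such lists had a median below 0. Cartilage (-1.15), smooth muscle (-1.23), epithelial (-1.66) and liver (-2.01) lists lay below it, and blood (0.81), neural (1.62) and endothelial (0.29) lists above, but none of the 7 passed the set test after the correction, so the share of muscle cells cannot be told apart from other sources here. The endothelial list holds only the 2 arms of miR-126, the cartilage list those of miR-140 and miR-455, and the smooth muscle list those of miR-143 and miR-145. Their medians therefore rest on few hairpins, and arms of the same hairpin are not independent. The most abundant miRNA of the blood list, miR-451-5p, had 369 ± 53.2 normalized reads in LW and 2605 ± 1475 in MS, and muscle is known to express members of several of these lists. At the age of the libraries the paper reports a higher myofiber density and diameter in MS. It also reports more mRNA of MyoD and other myogenic genes in MS, and proposes that primary myogenesis is more intense there. These measurements do not separate a larger share of muscle cells from a higher expression per muscle cell or an earlier onset of fiber formation. A higher expression per muscle cell or an earlier onset in MS remains open and was not tested here.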

How the results depend on the processing

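Scaling to equal sums, its test and the unequal-variance form of the paper's test were chosen after the result was seen. The number of calls above 1000 normalized reads was 86 to 133 over all settings against 120, and without one library it was 108 to 133 (over all tested miRNAs 300 to 373 against 341). With edgeR on the recovered reads 122 and 345 passed, and with DESeq2 122 and 347. The authors' scaling may set the balance of directions, since 58.7% of the calls were higher in MS after scaling to equal sums against 45.0%. Of the 102 miRNAs named with a fold change, 71 of them by the rule, 60 kept their direction and their side of the threshold in every setting fitted with limma, edgeR or DESeq2. Over all 1921 values 1761 did so, 77 lost the call, 34 gained it and 49 reversed. The 10 splits of the 6 libraries are too few for a share under 0.05: the real split gave 120, 341 and 6 (above 1000 normalized reads, over all, and lists), and the highest of the others 0, 0 and 6, with 1, 1 and 2 splits as large. One-breed miRNAs had few reads, so their count is imprecise, and the effect of depth on it was not tested. MS replicate 3, the shallowest library, had 869 miRNAs above 0, against 830 to 853 in the LW libraries. A second column of reads, planned as an alternative, was not run, since the table used here has one value per library.

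The share of reads in known miRNAs was 87.73% without the 10 most abundant miRNAs. The within-breed correlation averaged 0.9106 with Spearman's method and 0.9506 without the 10 most abundant miRNAs, against 0.9774. With only miRNAs above 1000 normalized reads tested, 122 passed in all, because fewer were tested. That filter, the GC correction, and the GC correction with the replicate block each left 3 lists past the set test, against 6. The muscle-enriched, blood and neural lists did not pass after the GC correction. Of the 8 RT-qPCR miRNAs 5 passed without the trend, 5 after the GC correction and 5 with the block as well, and in both of the last, 4 in their own direction, since miR-206-3p had reversed. The cause was not tested.

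The replicate numbers do not pair the animals: same-numbered libraries had r of 0.143, -0.28 and 0.171 between their deviations from the breed means, and LW replicate 1 went best with MS replicate 2 (0.535), so not every sample correlated best with its own number. With the replicate block 117 miRNAs above 1000 normalized reads passed and 332 in all. With the block and the GC correction together PN-49-3p, at -0.46, and miR-100-3p were not called, and with the GC correction alone they were. MiR-10b-5p, miR-206-3p and miR-192-5p were not called with the block alone.

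These log2 fold changes reversed, most of them of miRNAs that were not called, and the cause was not tested. After the GC correction, alone and with the replicate block, they were -0.91 for miR-206-3p, -0.88 for miR-499-5p, -0.35 for miR-10b-5p, 0.16 for miR-127-3p, -0.37 for miR-199a-3p, -0.76 for miR-10a-5p, -0.73 for miR-26a-5p, 0.18 for miR-92a-3p, -0.19 for miR-30a-5p, -1.21 for miR-98-5p and -2.05 for miR-9-3p, while PN-52-3p, counted with them by sign alone, was at 0.00 in both and so has no direction there. After scaling to equal sums they were 0.13 for miR-92a-3p, 0.40 for miR-21-5p, 0.40 for miR-181a-5p, 0.30 for miR-181b-5p, 0.01 for miR-126-3p, 0.07 for miR-182-5p and 0.23 for let-7f-5p. MiR-30a-5p was at -0.04 with median of ratios, -0.01 with TMM and -0.03 with DESeq2, and miR-9-3p at -0.03 with edgeR and -0.04 with DESeq2. Without one library the values ran from -0.15 to 0.50 for miR-10a-5p, -0.14 to 0.10 for miR-21-5p, -0.15 to 0.09 for miR-181a-5p, -0.31 to 0.04 for miR-181b-5p, -0.17 to 0.23 for miR-30a-5p, -0.39 to 0.01 for let-7f-5p and -0.34 to 0.65 for miR-9-3p.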

Differences from the paper's values

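The paper puts 10 miRNAs in the list of 10 of both breeds, and the deposited values gave 5, without any one library as well. Of the common 30 most abundant miRNAs the paper finds 17 changed, and here the lists of 30 had 20 in common, of which 9 passed, and 9 also passed with the lists taken by the median. Among the 30 with the highest sum of the breed means 20 passed, and 16 of these 30 stand in the paper's Table S4. Of miRNAs above 1000 reads the paper counts 29 higher in MS, and 54 were higher here, at an adjusted p where the paper's p is unadjusted. Of the alternatives set before the data were examined, the GC correction (37), the GC correction with the replicate block (38) and the demand of at least a 2-fold change (43) came within 1.5 times of the paper's 29, and the other alternatives, from 46 with the paper's own test to 64 without Meishan replicate 3, did not. The unequal-variance form of the paper's test gave 29, was chosen after seeing the values, and drops 1 of the paper's 87 called miRNAs (miR-17-5p). The p-values of Table S4 lay within 5% of those of this form for 83 of the 87, so the lower count of miRNAs higher in MS goes with the form of the test. For miR-17-5p the values themselves differ. Its log2 ratio of breed means is -0.87 in Table S4 and -0.61 here, and it passed neither form of the paper's test.

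Of the 87 miRNAs of Table S4, 83 passed here in the same direction. The other 4 were not called. MiR-17-5p (-0.61) was called after scaling by median of ratios or TMM, after the GC correction, without Large White replicate 1, without Meishan replicate 3 and with DESeq2. MiR-127-3p (-0.45) was called after scaling by median of ratios or TMM, with the filter above 1000 normalized reads, with edgeR and DESeq2 and with both forms of the paper's test. PN-52-3p (-0.60) was called after the same scalings, with edgeR and DESeq2 and with both forms of the paper's test, and miR-221-3p (0.59) after the GC correction, after scaling to equal sums and with both forms of the paper's test. The log2 ratio of breed means of 86 of the 87 lay within 0.01 of Table S4, and the exception was miR-17-5p.

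Fig 4 shows miR-10a-5p among the 10 of MS, where the deposited values put it in place 11 with 42987 ± 18212 normalized reads (SD, n = 3), and miR-133a-3p in place 9. The paper's text puts miR-181 higher in LW. Of 6 members 1 was lower in MS (miR-181a-2-3p), 1 higher (miR-181c-5p, 3.08) and 4 did not pass. The text puts the miRNAs of one breed under its limit of 20 reads, which held for all but 2 of the 265, PN-30-3p and PC-426-5p, by their mean. The legend of Fig 7 gives the sequencing ratio as LW over MS, and the directions of its bars match the ratio of MS over LW here.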

Other observations

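Of the lists of other cell types, those of neural and blood cell miRNAs passed the set test, and neither did with an estimated correlation or after the GC correction. PN-19-3p, which matches the brain-enriched mir-153, had 2.98 ± 0.691 normalized reads in LW and 946 ± 639 in MS (SD, n = 3 each; log2 fold change 7.71, standard error 0.45, adjusted p = 8.9e-08 from limma). PN-31-5p (6.22), miR-219-5p (3.13), miR-137-3p (2.78), miR-9-5p (1.99) and miR-138-5p (1.87) were also higher in MS, and miR-124a-3p (0.84) and miR-9-3p (0.15) did not pass. MS replicate 3 was the highest MS library for all 8, as with 1683 normalized reads of PN-19-3p against 604 and 551 in the other MS libraries, and the 6 called were still called without it. With few reads in LW, PN-19-3p was at 6.01 and PN-31-5p at 3.63 with a pseudocount of 10, and after the GC correction miR-137-3p (0.79) and miR-9-5p (0.21) were not called. Of the 8 epithelial miRNAs 3 were higher, 2 lower and 3 not called (3 and 2 when adjusted over the list alone; adjusted p = 0.853 from camera), with miR-205-5p at 2.04 and miR-183-5p at -2.21, and after the GC correction 3 were higher and 5 lower. Of the 4 cartilage miRNAs 2, both 3p arms, were lower and 2, the 5p arms of the same hairpins, not called (2 when adjusted over the list alone, and adjusted p = 0.266 from camera), and miR-455-3p had 8062 ± 728 normalized reads in LW and 1888 ± 468 in MS (-2.12). Of the 4 smooth muscle miRNAs 1 was higher and 3 were lower (1 and 3 when adjusted over the list alone; adjusted p = 0.278 from camera), with miR-145-5p at -1.76. Of the 2 endothelial miRNAs, both arms of miR-126, 1 was higher and 1, miR-126-3p at -0.43, was not called (1 when adjusted over the list alone, and adjusted p = 0.709 from camera). Of 3 liver miRNAs 1 was higher and 2 were lower (1 and 2 when adjusted over the list alone; adjusted p = 0.540 from camera), and the one higher, miR-192-5p, was not called without LW replicate 1 or 2 or MS replicate 2 (0.81 to 1.73 over the 6 leave-one-out fits). Of 4 pluripotency miRNAs listed, 0 reached the mean needed for the test.

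Of the miR-15 and miR-16 family, which is known to restrain the cell cycle, 2 members were higher, 1 lower and 2 not called (2 and 1 when adjusted over the list alone; adjusted p = 0.512 from camera): miR-16-5p had 4877 ± 416 normalized reads in LW and 16413 ± 1422 in MS (1.75), miR-15a-5p was at 2.17, and miR-15b-5p at -1.61. In the miR-30 family 2 of 5 were higher and 3 not called (2 when adjusted over the list alone; adjusted p = 0.720 from camera), while after the GC correction none was higher and 1 was lower. Of the 5 miRNAs of the HOX clusters 1 was higher, 2 were lower and 2 not called (1 and 2 when adjusted over the list alone; adjusted p = 0.527 from camera), with miR-196a-5p at -0.77 and miR-615-3p at -2.14, while with equal sums 2 were higher and 1 lower, and after the GC correction none was higher and 3 were lower. The call for miR-196a-5p ended with equal sums (-0.33), without the trend, and without LW replicate 2 (-0.54) or 3 (-0.71) or MS replicate 1 (-0.65) or 2 (-0.79). With only the more abundant arm of each hairpin, 11 of 22 miRNAs of the DLK1-DIO3 domain were higher and 5 lower, with a median of 0.79, and after the GC correction 5 were higher and 8 lower, with a median of -0.10. The median, mean and camera test differed in sign for the miR-17-92 (-0.31, 0.34, lower), miR-181 (0.00, 0.35, lower), miR-199 and miR-214 (0.27, -0.80, lower) and epithelial lists (-0.51, 0.27, lower). With other scalings the median changed sign for the miR-17-92 list (0.13 with equal sums, chosen after the data were seen) and for the miR-30 family (0.03, against -0.04 with median of ratios and -0.01 with TMM), and with median of ratios no HOX miRNA was called higher.

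MiR-122-5p, the abundant miRNA of liver, had 2860 normalized reads in LW replicate 3, against 182 and 237 in the other LW libraries and 46.8 to 89.1 in MS. Its log2 fold change was -2.86 (adjusted p = 0.0082 from limma) and -1.60 without LW replicate 3, where it still passed the test, and it was not called with DESeq2 (-4.00).

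The listed sequence of 63 arms of known hairpins differs by 1 base from the hairpin given beside it, such as G3T in miR-1-3p and miR-206-3p, T17C in miR-1271-5p and G10A in miR-381-3p, with positions counted from 1 at the 5′ end of the miRNA. Of the 38 of these that were tested, 21 were higher and 10 lower in MS, and the median size of their log2 fold change was 1.63, against 1.25 in 324 other known miRNAs. Whether the breeds differ in the mismatched bases was not tested.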
